# Topoisomerase 1 facilitates nucleosome reassembly at stress genes during recovery

**DOI:** 10.1093/nar/gkad1066

**Published:** 2023-11-13

**Authors:** Montserrat Vega, Rubén Barrios, Rodrigo Fraile, Kevin de Castro Cogle, David Castillo, Roger Anglada, Ferran Casals, José Ayté, Ernesto Lowy-Gallego, Elena Hidalgo

## Abstract

Chromatin remodeling is essential to allow full development of alternative gene expression programs in response to environmental changes. In fission yeast, oxidative stress triggers massive transcriptional changes including the activation of hundreds of genes, with the participation of histone modifying complexes and chromatin remodelers. DNA transcription is associated to alterations in DNA topology, and DNA topoisomerases facilitate elongation along gene bodies. Here, we test whether the DNA topoisomerase Top1 participates in the RNA polymerase II-dependent activation of the cellular response to oxidative stress. Cells lacking Top1 are resistant to H_2_O_2_ stress. The transcriptome of Δ*top1* strain was not greatly affected in the absence of stress, but activation of the anti-stress gene expression program was more sustained than in wild-type cells. Top1 associated to stress open reading frames. While the nucleosomes of stress genes are partially and transiently evicted during stress, the chromatin configuration remains open for longer times in cells lacking Top1, facilitating RNA polymerase II progression. We propose that, by removing DNA tension arising from transcription, Top1 facilitates nucleosome reassembly and works in synergy with the chromatin remodeler Hrp1 as opposing forces to transcription and to Snf22 / Hrp3 opening remodelers.

## Introduction

Cells have to adapt to changing environments. In eukaryotic cells, mitogen-activated protein (MAP) kinase pathways are key elements in the response to environmental signals, and they regulate common anti-stress gene expression programs to allow cell adaptation (1). Phosphorylation of transcription factors by MAP kinases under stress conditions is essential for their activation at the cell nucleus (2), where they promote wide changes in gene expression patterns. Most of these changes are transcriptional.

In fission yeast *Schizosaccharomyces pombe*, the Sty1/Spc1 MAP kinase is activated by phosphorylation upon several stresses, promoting its nuclear accumulation into the nucleus. Once there, Sty1 phosphorylates and activates the basic zipper (bZIP)-containing transcription factor Atf1 to promote transcriptional activation or repression of genes (3–6), although not all these transcriptional changes depend fully on Atf1 (7,8). In particular, in response to hydrogen peroxide (H_2_O_2_) more than 550 genes are up-regulated >2-fold in a Sty1-dependent manner (9). The lack of Sty1 or of Atf1 makes cells sensitive to the addition of extracellular peroxides (10–12). Therefore, controlling the shift of the cellular transcriptional program is essential to promote survival in front of harsh conditions.

In order to promote these dramatic transcriptomic changes, stress-activated transcription factors such as Atf1 have to trigger chromatin remodeling. Eukaryotic DNA is wrapped around the histone core (2 moieties of histones H2A, H2B, H3 and H4) forming nucleosomes, which can be packed around each other to different extents. Fission yeast lacks the linker histone H1, and *in vitro* reconstituted nucleosomal arrays form thinner fibers than those of human cells (13). Most organisms, and fission yeast is not an exception, pack their DNA in regularly spaced nucleosomes (14). Many coding genes have a nucleosome depleted region (NDR) located upstream of the transcription start site (TSS), and the stress genes controlled by Sty1 and Atf1 display a wider than usual NDR at their promoters, 400-bp long, prior to stress activation (15). The proper localization and organization of the open reading frame (ORF) nucleosomes at stress genes is at least in part dependent on Atf1 even prior to stress (16). Stress-dependent gene activation transiently changes the chromatin architecture at the gene bodies, with partial eviction of the nucleosomes located downstream of the TSS, to allow RNA polymerase II (Pol II) elongation (15). Activated transcription factors and RNA polymerases cause alteration of the nucleosome landscapes by recruiting one or several of the following types of proteins: histone modifiers, chromatin remodelers or DNA topoisomerases.

Transcription regulation of stress genes by activated Atf1 has been linked to the acetylation of histones by the Gcn5 acetyl transferase of the SAGA complex, not only at stress genes but also at *ade6-M26* and *fbp1* (15,17,18). In a genome-wide screen, mutants lacking components of complexes promoting robust transcription such as Paf1 complex [which couples histone modifications to efficient transcription elongation; for a review, see (19)], were isolated as sensitive to oxidative stress (20). Whether the activated transcription factor or elongating Pol II are recruiting these histone modifying complexes is still under study.

Chromatin remodelers use energy from ATP to promote the eviction or sliding of nucleosomes and favor transcription elongation, among other functions. Even though direct connections between chromatin remodelers and full induction of stress genes have not yet been established in fission yeast, some of these remodelers have been connected to other nuclear functions of Atf1. Thus, the absence of Snf22 or Hrp3 causes a marked reduction of Atf1-dependent meiotic recombination at the *ade6-M26* locus (17,21), and compromises Atf1- and glucose depletion-dependent activation of *fbp1* (18).

Since DNA topology can also affect nucleosome stability and chromatin architecture *in vitro* (22–24) and *in vivo* (25), DNA topoisomerases may also contribute to the regulation of the stress gene expression program. These enzymes disentangle the topological problems that arise in double-stranded DNA; thus, when strand unwinding occurs during transcription and replication, DNA topoisomerases compensate with the transient introduction of breaks in DNA. Regarding transcription, RNA polymerases generate positive supercoils in front of the advancing transcription complex and negative supercoils behind, according to the twin supercoiled model proposed by Wang (26).

In order to remove DNA tension, eukaryotic cells express two types of DNA topoisomerases, which induce either single-strand (type I) or double-strand (type II) DNA breaks [for reviews, see (27–29)]. In general, type II DNA topoisomerases, being potentially very dangerous enzymes, are required to segregate replicated chromosomes, among other functions, and they are often essential in most eukaryotic models [for a review, see (30)]. On the contrary, type I enzymes are often dispensable, and have been linked to transcription. It has been suggested that high transcription rates at specific genes cause increased type I topoisomerase recruitment, probably through the interaction of these DNA topoisomerases with elongating Pol II, to favor efficient transcription (31,32).

Type I enzymes resolve torsional stress by introducing a single-strand break and covalently binding to the 3′-end of the nick, to generate a transient covalent protein-DNA intermediate called Top1cc, which can then rotate around the intact DNA complementary strand prior to re-ligation of the single strand nick. During this process, mutations can arise as a consequence of the cleavage and binding reaction, for instance in the presence of the Top1 poison camptothecin (CPT) [for a review, see (33)]. The accumulation or persistence of Top1cc adducts is counteracted by several repair factors including tyrosyl-DNA phosphodiesterase (Tdp1); at least in fission yeast, Tdp1 also processes Top1-independent lesions arising from oxidative stress in quiescent fission yeast (34) or upon chromate damage to DNA (35).

As suggested above, DNA topology may affect nucleosome positioning at transcribed genes. In budding yeast, it has been recently reported that Top2 accumulates at gene boundaries, where negative supercoils accumulate. On the contrary, Top1 accumulates at gene bodies, together with positive supercoils and with Pol II; accumulation of Pol II and Top1 mirror the levels of expression, being high in highly expressed genes (25). These results suggest that Pol II progression might strongly rely on Top1 for resolving the topological stress which accumulates in front of the transcription machinery.

Regarding fission yeast's DNA topoisomerases, while Top2 is essential Top1 is not, likely because Top2 (type II) can substitute for Top1 function (36). The group of Ekwall proposed that Top1 activity is directly required for efficient nucleosome disassembly at gene promoter regions, and in its absence nucleosome occupancy increases at 5′ regions and transcription is reduced (37).

In a genome-wide screen, we demonstrated that hundreds of genes are required to coordinate the transcription of stress genes for the acquisition of tolerance to oxidative stress, and that defects in either histone modifiers or chromatin remodeler complexes jeopardize wild-type tolerance to peroxides (20). Regarding DNA topology, we have here tested whether deletion of the non-essential *top1* gene could sensitize cells to H_2_O_2_ stress. On the contrary, cells lacking Top1 are unambiguously resistant to oxidative stress. RNA sequencing analysis demonstrates that stress genes are induced at a higher extent in Δ*top1* than in wild-type cells. As determined genome-wide, nucleosomal DNA sequencing demonstrates that while in wild-type cells the nucleosomes at stress gene bodies return to the starting positions short after stress imposition, cells lacking Top1 display longer kinetics of chromatin closing and nucleosome re-assembly. Our study suggests that Top1 contributes to resolving DNA tension ahead of Pol II, but in its absence positive supercoils may impair nucleosome repositioning after the first rounds of transcription, facilitating further Pol II elongation steps.

## Materials and methods

### Yeast strains, plasmids and growth conditions

Cells were grown in rich medium (YE5S) as described previously (38). All yeast strains used in this study are outlined in Supplementary Table S1 and were constructed by standard genetic methods. To generate a strain expressing a catalytically-dead Top1.Y773F, we used *SpEDIT*, a CRISPR/Cas9 method (39), using the following primers (see Table S2): primers OLEH-AC41 and OLEH-AC42 were used for sgRNA cloning, and primers OLEH-AC43 and OLEH-AC44 for generating the homologous recombination fragment including the mutation.

### H_2_O_2_ survival assays

Assays were performed as previously described (40). Briefly, strains were grown at 30°C in YE5S until they reached logarithmic phase, at an OD_600_∼0.5. The same number of cells (10^5^ and 1/10 serial dilutions) in 3 μl was spotted on YE5S agar plates with or without the indicated concentration of H_2_O_2_. The spots were allowed to dry and the plates were incubated at 30°C for 2–4 days.

### TCA extracts and immunoblot analysis

Yeast cells were grown in YE5S until an OD_600_ of 0.5 was reached. Trichloroacetic acid (TCA) was added to a final concentration of 10%. Cells were pelleted and washed in 20% TCA. The pellets were resuspended in 100 μl of 12.5% TCA and lysed by vortexing in the presence of glass beads. Cell lysates were pelleted, washed in acetone, and dried. Pellets were resuspended in Tris buffer (0.1 M Tris–HCl pH 8.0, 1 mM EDTA, 1% SDS), loading buffer was added and samples were boiled for 5 min at 100°C. Samples were separated by SDS-PAGE and detected by immunoblotting with polyclonal anti-Atf1 (40), monoclonal anti-GFP (Takara; 632381), or monoclonal anti-Tubulin (SIGMA; T5168).

### RNA isolation and analysis by northern blot

Cells grown in YE5S until an OD_600_ of 0.5 were left either untreated or were treated for 30 min with 1 mM of H_2_O_2_. 25 ml of yeast cultures were then centrifuged at 1500 rpm for 3 min and washed with H_2_O, and cell pellets were immediately frozen in ice. Each sample was then resuspended in 0.4 ml of AE buffer (50 mM sodium acetate, pH 5.3, 10 mM EDTA, pH 8.0). Sodium dodecyl sulfate was then added to a final concentration of 1%, and proteins and DNA were extracted by adding 0.4 ml of phenol-chloroform and incubated at 65°C for 5 min. The aqueous phase was separated by centrifugation at 10 000 × g for 2 min at 4°C. After chloroform extraction, RNA was precipitated with ethanol. Extracted RNA was loaded on formaldehyde agarose gels and transferred to membranes, which were hybridized with the [α-^32^P]-dCTP labeled *ctt1* or *srx1*, containing the complete ORF.

### RNA analysis by quantitative PCR

Reverse transcription was performed with purified RNA treated with DNase I using Reverse Transcription System of Applied Biosystems (Thermo Fisher Scientific), following the manufacturer's instructions. The cDNA was quantified by real-time quantitative PCR on Light Cycler II using Light Cycler 480 SYBR Green I Master (Roche). The error bars (SD) were calculated from three biological replicates, as indicated, and *act1* gene was used as a control for normalization. Fold induction was calculated comparing the value of each strain and condition to that of the untreated conditions of the wild-type strain. Primers used are included in Supplementary Table S2.

### Chromatin immuno-precipitation (ChIP)

Cells were grown in YE5S medium and chromatin isolation and immunoprecipitation were carried out as previously described (15), with minor modifications. Briefly, cells from 50 ml of culture were cross-linked with 1% formaldehyde (directly added to cultures) for 10–20 min. After stopping cross-linking with 125 mM glycine, pellets were lysed with a bead beater, and lysates were sonicated, yielding chromatin fragments of ∼400 bp average size. Chromatin was immuno-precipitated with specific antibody [5 μl of anti-HA antiserum (12CA5; house-made), 1 μl of anti-Myc polyclonal (SIGMA; C3956), 1 μl of anti-V5 monoclonal (BioRad; MCA1360), 1 μl anti-phospho-Ser2 RNA Pol II CTD polyclonal (Abcam; ab5095)], overnight at 4°C rotating. Beads were washed, DNA was eluted and formaldehyde cross-linking was reversed. After protein digestion and chromatin extraction, DNA was amplified by quantitative real-time quantitative PCR using Light Cycler 480 SYBR Green I Master (Roche). The error bars (SD) were calculated from two or three biological replicates, as indicated, and primers from an intergenic region or a mitochondrial DNA (*mtDNA*) region were used as controls. Primers used are included in Supplementary Table S2.

### RNA sequencing and analysis

Total RNA from *S. pombe* YE5S cultures, treated or not for 30 min with 1 mM H_2_O_2_, was obtained and processed as described above. As suggested by ENCODE guidelines for RNA sequencing experiments, two biological replicates were performed and analyzed. Libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit v2 (ref. RS-122–2101/2) following manufacturer's instructions. Briefly, 1 μg of total RNA was used for poly (A)-mRNA selection using streptavidin-coated magnetic beads and were subsequently fragmented to approximately 300 bp. cDNA was synthesized using reverse transcriptase (SuperScript II, ref. 18064–014, Invitrogen) and random primers. The second strand of the cDNA incorporated dUTP in place of dTTP. Double-stranded DNA was further used for library preparation. dsDNA was subjected to A-tailing and ligation of the barcoded Truseq adapters. All purification steps were performed using AMPure XP beads. Library amplification was performed by PCR from the purified library using the primer cocktail supplied in the kit. Final libraries were analyzed using Agilent DNA 1000 chip to estimate the quantity and check size distribution, and were then quantified by quantitative PCR using the KAPA Library Quantification Kit (ref. KK4835, KapaBiosystems) prior to amplification with Illumina's cBot. Sequencing was done using the HiSeq2000, Single Read, and 50 nts (v3). For the RNAseq analysis, raw FASTQ files were first evaluated using quality control checks from FastQC 0.11.9. Expression was estimated for each sample using Salmon 1.2.1, performing a quasi-mapping read alignment against *S. pombe* ASM294v2 transcriptome. The correlation between biological duplicates for all RNA-seq couples according to Pearson coefficient was > 0.98. 

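Across the 5019 genes with a mean of at least 10 normalized counts, the Pearson coefficient of the log2 values between duplicates was 0.984 for untreated wild-type, 0.991 for wild-type with H_2_O_2_, 0.990 for untreated Δ*top1* and 0.991 for Δ*top1* with H_2_O_2_. Without the log, the coefficients were 0.985, 0.988, 0.996 and 0.986 in the same order. These coefficients run across genes within a pair of libraries, and genes are not independent replicates. Over the 5120, 5128, 5124 and 5119 genes with a read in either library of a pair, the chi-square of the reads per gene was 52.0, 42.7, 19.2 and 39.3, where a copied library would give about 1 or less and separate cultures give more. The SD across genes of the log2 difference between duplicates was 0.37, 0.31, 0.29 and 0.29.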

Quantification results were then imported to DESeq2 1.24.0 for differential expression analysis. The threshold adjusted p-value used to identify differentially expressed genes was 0.1. Heatmaps were obtained using the function pheatmap (1.0.12) from R package.

### Mononucleosome purification and sequencing

Cells fixed with formaldehyde directly added to cultures were subjected to chromatin isolation and MNase digestion as described before (16). As suggested by ENCODE guidelines for nuclease sequencing experiments, two biological replicates were performed and analyzed. For each biological replicate of the nucleosomal map to be determined, mononucleosomal DNA fragments from two independent cell cultures were purified from 2% agarose gels run in Tris-acetic acid-EDTA (TAE), DNA was extracted with Quantum Prep Freeze’N Squeeze DNA gel extraction spin columns (Bio-Rad). DNA libraries were prepared with Roche Kapa Hyper Plus, following manufacturer instructions, and subjected to paired-end sequencing using Illumina Nextseq 500 platform. Short reads produced in this work were aligned against the genome of *S. pombe* 972 using the Bowtie2 software with default parameters (41). The SAM format file produced by Bowtie2 was converted into a BAM file using SAMtools (42). SAMtools was also used to filter low quality alignments (supplementary, improper paired, non-primary alignments and reads with less than 20 of mapping quality). The Picard MarkDuplicates function (https://broadinstitute.github.io/picard/) was then used to remove duplicate reads from the BAM file. The DANPOS2 algorithm (43) was used to remove clonal reads, adjust read length, perform quantile normalization, identify nucleosomes in the genome and calculate differences in nucleosome occupancy. Correlation between biological duplicates was calculated using Pearson coefficient using deepTools.

### Mononucleosome purification and nucleosome scanning analysis

Nucleosome profiles at the *ctt1* gene were determined by nucleosome scanning as previously described (15). Briefly, chromatin from triplicate cell cultures were obtained as explained above and treated with increasing concentrations of MNase to yield mononucleosomes as determined by agarose electrophoresis. Non-gel purified fractions of mononucleosomal DNA were PCR-amplified with pairs of overlapping primers covering ∼0.8 kb of the *ctt1* gene (Supplementary Table S2). Pairs of primers centered at positions, relative to the TSS, of -291 (OLEH-B48 and OLEH-B49), -221(OLEH-B50 and OLEH-B51), -144 (OLEH-B52-OLEH-B53), -77 (OLEH-B54 and OLEH-B55), -43 (OLEH-B56 and OLEH-B57), +45 (OLEH-B58 and OLEH-B59), +137 (OLEH-B60 and OLEH-B61), +238 (OLEH-B62 and OLEH-B63), +323 (OLEH-B64 and OLEH-B65), +415 (OLEH-B66 and OLEH-B67), +498 (OLEH-B68 and OLEH-B69) and + 548 (OLEH-B92 and OLEH-B93).

### Statistical analysis

Unless otherwise stated, all experiments were performed at least three times and representative ones are shown. For statistical analysis two-sided *t*-test was performed.

## Results

### Cells lacking Top1 are resistant to oxidative stress

With the idea that accumulation of topological stress at the DNA of stress genes may have a negative impact on their transcription and on stress survival, we tested the tolerance to peroxide stress of cells lacking the non-essential Top1. To our surprise, cells lacking Top1 were resistant to H_2_O_2_ on plates, when compared to a wild-type strain (Figure 1A). This phenotype was observed for Top1-deficient cells of different origins, either lacking almost the whole ORF as designed by Bioneer (44) (Δ*top1* in Figure 1A and Supplementary Figure S1AB) or missing only the last 301-bp of the 3′ region coding for the catalytic domain (*top1::ura4*; Supplementary Figure S1A). Cells expressing a catalytically-dead version of the enzyme, Top1.Y773F, also displayed resistance to peroxides (Supplementary Figure S1B), suggesting that lack of topoisomerase activity is involved in this phenotype. In fact, the Top1 deficient strains displayed resistance to camptothecin, as expected (Supplementary Figure S1C): this drug inhibits Top1 and promotes the accumulation of Top1cc adducts, causing DNA damage and cell toxicity in wild-type cells (45). The tyrosyl-DNA phosphodiesterase protein, Tdp1, removes Top1cc adducts together with the Rad16-Swi10 module (46). Nevertheless, the absence of Tdp1 did not have any effect on wild-type tolerance to oxidative stress (Supplementary Figure S1D), suggesting that DNA damage is not involved in the resistance phenotype of cells lacking Top1.

**Figure 1.**
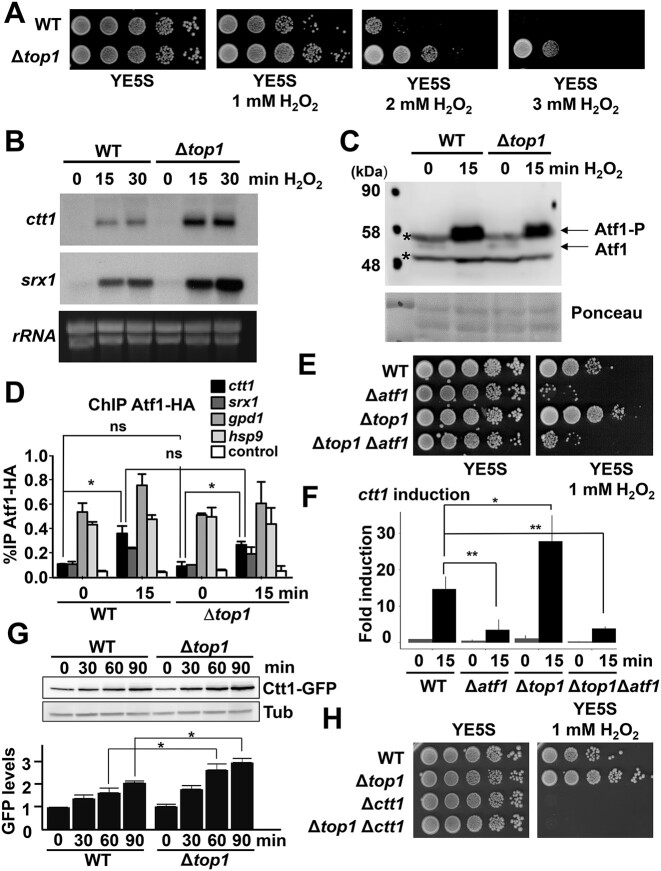
Δ*top1* strains display increased survival to oxidative stress due to enhanced transcription of stress genes. (**A**) Δ*top1* strain is resistant to H_2_O_2_. Serial dilutions of exponentially growing cultures of the strains 972 (WT) and RF14 (Δ*top1*) were spotted in YE5S with or without the indicated concentrations of H_2_O_2_. (**B**) Δ*top1* strain has increased expression of stress response genes. Total RNA from YE5S cultures of the strains as in A, treated or not with 1 mM H_2_O_2_, was obtained and analyzed by northern blot with labeled *ctt1* and *srx1* probes. rRNA was used as loading control. (**C**) Atf1 protein levels and phosphorylation upon stress are not affected in Δ*top1* background. TCA protein extracts from cell cultures of strains as in A, treated or not with 1 mM H_2_O_2_, were prepared and analyzed by western blot using polyclonal antibodies (anti-Atf1). Ponceau staining was used as a loading control. (**D**) Atf1 is recruited normally to stress gene promoters in Δ*top1* cells. YE5S cultures of strains CS38 (*atf1-HA*) and RF76 (Δ*top1 atf1-HA*) were treated or not with 1 mM H_2_O_2_. for 15 min. ChIP experiments using anti-HA antibodies, coupled to quantification by real-time quantitative PCR, were performed using primers covering promoter regions (*ctt1, srx1, gpd1*, and *hsp9*). Primers of an intergenic region were used as control. Each bar represents the mean value and SD from two biological replicates. Significant differences between samples were determined by a two-sided *t*-test (*P< 0.05; ns, non-significant). (**E**) Δ*top1* lose their resistance to H_2_O_2_ when Atf1 is not present. Experiment performed as in A, using strains 972 (WT), MS98 (Δ*atf1*), RF14 (Δ*top1*) and RF52 (Δ*atf1* Δ*top1*). (**F**) Overexpression of *ctt1* in a Δ*top1* background is lost in the absence of Atf1. Expression of *ctt1* was analyzed by quantitative PCR in strains as in E. Amplification with *act1* primers was used as a control for normalization. Each bar represents the mean value and SD from three biological replicates. Significant differences between samples were determined by a two-sided *t*-test (*P< 0.05, **P< 0.01). (**G**) Ctt1-GFP induction in response to oxidative stress. TCA extracts from cell cultures of strains PG102 (WT) and MV119 (Δ*top1*), carrying an endogenous *ctt1-GFP* locus and treated or not with 1 mM H_2_O_2_, were prepared and analyzed by western blot using polyclonal antibodies (anti-GFP). Anti-Tubulin antibody was used as loading control. Bar plot below show quantification of the western blots. Each bar represents the mean value and SD from three biological replicates. Significant differences were determined by a two-sided *t*-test (*P< 0.05). (**H**) Experiment performed as in A, using strains 972 (WT), RF14 (Δ*top1*), EP198 (Δ*ctt1*) and MV117 (Δ*ctt1* Δ*top1*).

We determined by northern blot that the *ctt1, srx1* and *hsp9* genes, coding for the anti-stress proteins catalase, sulfiredoxin and the chaperone Hsp9, respectively, were up-regulated in Δ*top1* cells to a larger extent that in a wild-type strain upon H_2_O_2_ stress (Figure 1B and Supplementary Figure S1E); the same trend was observed in the *top1::ura4* background (Supplementary Figure S1E), as well as in the Top1.Y773F-expressing strain (Supplementary Figure S1F).

The *ctt1, srx1* and *hsp9* genes are up-regulated upon oxidative stress in a Sty1- and Atf1-dependent manner (9). Nevertheless, we showed by western blot that Atf1 phosphorylation was not exacerbated in cells lacking Top1 (Figure 1C). Similarly, we determined by ChIP that Atf1 recruitment to stress promoters was unaltered in Δ*top1* cells (Figure 1D). However, the stress phenotype of cells lacking Top1 was fully dependent on the presence of Atf1, both regarding resistance to stress (Figure 1E) or activation of the stress *ctt1* gene (Figure 1F).

We previously demonstrated that overexpression of catalase (Ctt1) alone is essential for cell tolerance to oxidative stress, as ectopic expression of only this protein totally or partially suppresses the absence of components of the Sty1 or Pap1 antioxidant cascades (12). As determined by western blot, the levels of Ctt1-GFP protein expressed from its own genomic locus were enhanced by H_2_O_2_ treatment (20), and this over-expression was significantly higher in cells lacking Top1 (Figure 1G). Furthermore, the stress resistance of cells lacking Top1 was fully abolished by Ctt1 depletion (Figure 1H).

### The transcriptome of cells lacking Top1 is enriched in stress transcripts

We tagged the endogenous Top1 with HA at its C-terminal domain, assayed that cells expressing this tagged version had wild-type tolerance to H_2_O_2_ (Supplementary Figure S2A), and tested by ChIP its localization at promoters and ORFs of stress genes, both before and after stress imposition. As shown in Figure 2A, Top1-HA accumulated at ORFs of the *ctt1* and *gpd1* genes after peroxide stress; we did not detect the chimera at promoters. The catalytically dead Top1.Y773F mutant, also tagged with HA, was recruited to the ORFs of stress genes after stress to the same extent than wild-type Top1 (Supplementary Figure S2B).

**Figure 2.**
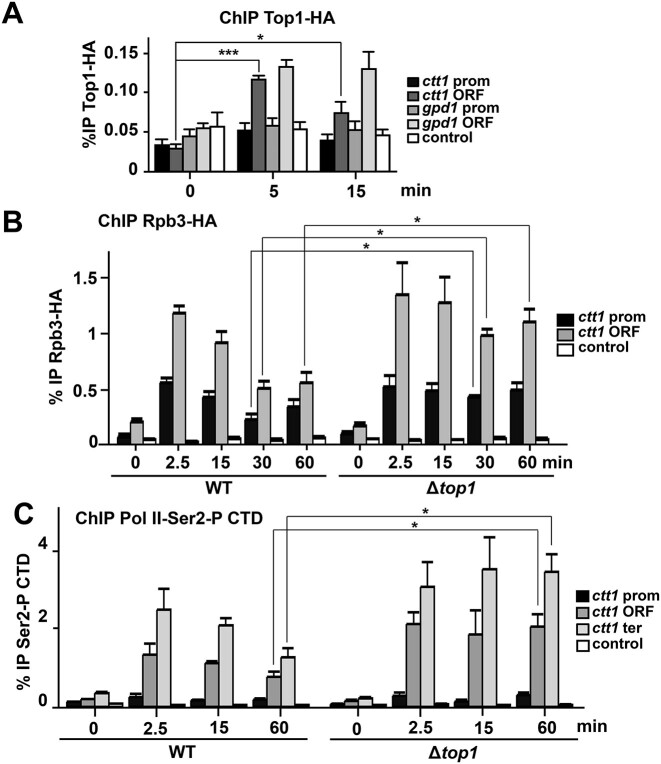
Role of Top1 in Pol II recruitment. (**A**) Top1-HA is recruited to the ORFs of stress genes after stress imposition. ChIP experiments as in Figure 1D using anti-HA antibodies were performed from cultures of strain RF92 (*top1-HA*), using primers covering promoter or ORF regions of *ctt1* and *gpd1*. Primers of an intergenic region were used as control. Each bar represents the mean value and SD from three biological replicates. Significant differences were determined by a two-sided *t*-test (*P< 0.05, ***P< 0.001). (**B**) Stress-dependent recruitment of the Pol II subunit Rpb3-HA to the *ctt1* gene. ChIP experiments as in Figure 1D using anti-HA antibodies were performed from cultures of strains JF5 (*rpb3-HA*) and RF96 (Δ*top1rpb3-HA*), using primers covering promoter or ORF regions of *ctt1*. Primers of a *mtDNA* region were used as control. Each bar represents the mean value and SD from three biological replicates. Significant differences were determined by a two-sided *t*-test (*P< 0.05). (**C**) Recruitment of Pol II phosphorylated at Ser2 of its CTD. ChIP experiments as in Figure 1D using anti-Ser2-P antibodies were performed from cultures of strains 972 (WT) and RF14 (Δ*top1*), using primers covering promoter, ORF or terminator regions of *ctt1* gene. Primers of a *mtDNA* region were used as control. Each bar represents the mean value and SD from three biological replicates. Significant differences were determined by a two-sided *t*-test (*P< 0.05).

Regarding recruitment of the transcriptional machinery, the Rpb3-HA subunit of Pol II was detected at both promoters and ORFs after stress imposition, as previously reported (8) (Figure 2B for *ctt1* and Supplementary Figure S2C for *gpd1*). In cells lacking Top1, Pol II recruitment was more sustained than in wild-type cells (compare 60 min in both backgrounds in Figure 2B). Similar results were obtained measuring phosphorylation of Pol II CTD at Ser2 at ORFs and terminators of stress genes (Figure 2C and Supplementary Figure S2D).

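Poly(A) RNA of 8 cultures of *S. pombe*, the fission yeast, was sequenced as single reads of 50 bases: 2 biological replicates each of the wild-type strain and of RF14, the strain lacking *top1*, which encodes DNA topoisomerase I, untreated or after 30 min with 1 mM H_2_O_2_. The authors estimated the reads of each transcript with Salmon 1.2.1 on the ASM294v2 transcriptome and normalized them with DESeq2, and the deposited values are normalized counts for 5165 genes in each library. In every library 99.98% of genes were whole multiples of the value of 1 read, so the numbers of reads were recovered. They came to 18310893 and 17354067 reads on genes for the untreated wild-type replicates, 18396192 and 16724705 for the wild-type with H_2_O_2_, 16528460 and 19899720 for untreated Δ*top1*, and 16090015 and 17185801 for Δ*top1* with H_2_O_2_. Genes with a mean of at least 10 normalized counts over the libraries were compared with limma on log2(normalized count + 1), with a trend of the variance on the mean, all 8 libraries in the fit and Benjamini-Hochberg adjustment. Fold changes are on that scale, which understates the change of genes with low counts. The fold threshold was 2 for the response to H_2_O_2_ and for untreated cells, and 1.5 between the treated strains, at an adjusted p under 0.1 as in the methods of the paper. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.333, so the tests rest on the spread shared across genes. Each comparison was also fitted with the replicate number as a block. Deviations of same-numbered libraries from their group means correlated positively across genes in all 6 pairs of groups. The choices with the most weight on the counts below are the scaling of the libraries, the test and, for the interaction, the replicate block.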

To further determine whether the whole stress program was enhanced in the absence of Top1, we analyzed the transcriptome of wild-type and Δ*top1* cells by RNA sequencing. We isolated RNA from cells cultures of wild-type and Δ*top1* strains grown in rich media, treated or not for 30 min with 1 mM H_2_O_2_; duplicates for all samples were processed. 

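The *top1* gene (SPBC1703.14c) lies on chromosome II from 2941734 to 2944596 in ASM294v3, on the minus strand. Its normalized counts were 1967 and 2150 in the untreated wild-type replicates and 2013 and 2513 after H_2_O_2_. In Δ*top1* they were 309 and 286 untreated and 244 and 244 after H_2_O_2_. Every library of the deletion strain was below every wild-type library. The difference between the strains was larger than the spread between replicates without stress (log2 -2.79, standard error 0.12, adjusted p = 1.5e-05, limma) and with it (log2 -3.20, adjusted p = 6.2e-06). Over all conditions the deletion strain kept 12.5% of the wild-type mean at this gene.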

We obtained data from >5000 genes, covering most of the fission yeast transcriptome. 

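Of the 5165 genes with values, 5136 were annotated as protein-coding and 29 as pseudogenes. Between 55 and 72 genes had no read in a given library, and 5150 had reads in at least 1 of the 8. The 10 genes with the most reads took between 5.94% and 7.26% of the reads of a library.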

More than 600 genes were up-regulated more than two fold in both strain backgrounds upon stress imposition, and close to 650 genes were down-regulated more than 2-fold (Figure 3A, left panel). 

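In wild-type cells 613 of the genes tested rose and 569 fell at least 2-fold with H_2_O_2_, and in Δ*top1* cells 630 rose and 540 fell, by limma at an adjusted p under 0.1. The genes that rose in both strains numbered 498, and 406 fell in both. Fitted with the replicate block, the same comparisons gave 614 and 574 genes in wild-type and 635 and 541 in Δ*top1*. The deviations of same-numbered libraries correlated at 0.233 between the wild-type groups and 0.406 between the Δ*top1* groups. A test for a change beyond 2-fold, limma's treat, moved these numbers most among the tests and left 389 and 257 genes in wild-type and 413 and 271 in Δ*top1*. Rescaling each library to the same total gave 403 genes up and 1062 down in wild-type. Of the genes with the largest rise in wild-type, SPBC24C6.09c on chromosome II from 2335176 to 2337739 went from 70.9 ± 8.91 to 21163 ± 6720 normalized counts (SD, n = 2; log2 8.17, standard error 0.26, adjusted p = 1.0e-07, limma), and *lsd90* from 239 ± 14.8 to 63108 ± 7158 (SD, n = 2; log2 8.03, standard error 0.11, adjusted p = 2.8e-09, limma). SPAC23H3.15c, SPAC4H3.03c and SPAC3G6.07 followed, with log2 changes of 6.91, 6.74 and 6.70. Across genes, the log2 responses of the strains had a Pearson coefficient of 0.911.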

In fission yeast, around 200 genes are located at the chromosomes' 100 kb end boundaries, which are called the subtelomeric areas (47). 

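By the coordinates of ASM294v3, 200 of the genes with values lie within 100 kb of an end of their chromosome, 70 on chromosome I, 64 on chromosome II and 66 on chromosome III. Of these genes, 160 passed the count minimum and were tested. Of the 200 genes, 72 share more than 10% of their 31-base words with another gene, against 151 genes in the whole file. Reads of such genes could be split between copies.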

Under basal conditions, 16 and 13 genes were up- or down-regulated more than 2-fold in cells lacking Top1 relative to wild-type cells (Figure 3B), and almost all of them (13 and 12, respectively) were clustered at these subtelomeric domains (Figure 3B, pink bars). 

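Without stress, 9 genes were higher and 12 lower by at least 2-fold in Δ*top1* cells than in wild-type cells (limma, adjusted p under 0.1), and the lower genes include *top1* itself. Of these, 7 of the higher and 11 of the lower genes are subtelomeric, against 3.06% and 2.99% of the other genes tested (Fisher's exact test, two-sided, p = 1.0e-09 and p = 3.0e-16). The higher genes outside subtelomeres are *hsp16* and SPCC338.18, named after their values were seen. The replicate block gave 14 higher and 14 lower genes, of which 11 and 12 are subtelomeric, and the deviations of same-numbered untreated libraries correlated at 0.617. Of the settings that keep all libraries, the fold change alone, with no test, moved these numbers most, to 31 and 21. Of the higher genes, 6 lie near the right end of chromosome I. Among them SPAC186.05c (chromosome I from 5540032 to 5541481, ASM294v3) went from 60.5 and 19.8 normalized counts in the wild-type replicates to 1017 and 1345 in Δ*top1* (log2 5.03, standard error 0.66, adjusted p = 0.0175, limma). SPAC186.04c rose by a log2 of 5.00 and SPAC750.01, which shares 37.6% of its 31-base words with another gene, by 7.11 (adjusted p = 4.7e-06, limma). SPAC750.06c and SPAC750.05c had no read in the 4 wild-type libraries and were at least 54.0-fold and 41.2-fold higher in untreated Δ*top1*, taking 3 reads as the smallest number the depth can show. They share 93.5% and 95.3% of their words with other genes, so their reads could belong to copies, which these bounds do not cover. Of the genes without shared words within 50 kb of this end, the 3 nearest to it had at most 2 reads in any wild-type library. Of the lower genes, 10 lie toward the ends of chromosome III. SPCP20C8.02c (chromosome III from 30561 to 31520) fell from 275 ± 30 to 9.79 ± 2.32 normalized counts (SD, n = 2; log2 -4.69, standard error 0.31, adjusted p = 1.6e-04, limma). The log2 ratio was -4.12 for SPCP20C8.03, -3.12 for SPCC569.01c and -2.97 for SPCC1884.01. SPCP20C8.02c shares 28.4% of its words with other genes, SPCP20C8.03 23.6% and SPCC569.01c 52.0%. On chromosome I, SPAC186.02c had no read in untreated Δ*top1* and was at least 3.74-fold lower. It was not past the threshold with a pseudocount of 5.

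**Figure D1:**
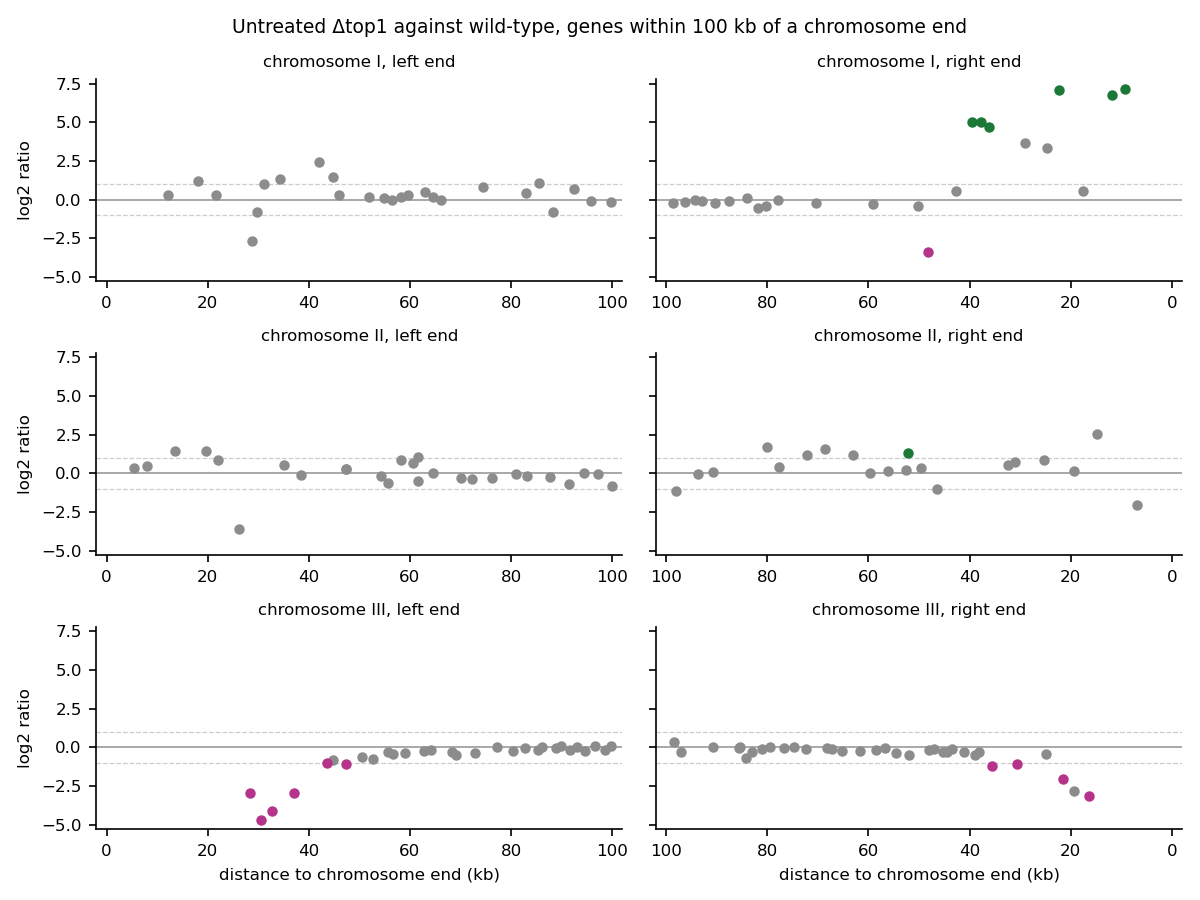
Log2 ratio of untreated Δ*top1* to wild-type cells for each tested gene against its distance in kb to the end of the chromosome, for the left and right ends of chromosomes I, II and III in ASM294v3. Green points are genes called higher, magenta points genes called lower and grey points the other genes, and dashed lines mark a 2-fold change. Higher genes gather at the right end of chromosome I and lower genes at both ends of chromosome III.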

A similar effect has been reported in budding yeast upon deletion of *top1* (48). Inactivation of some silencing factors has also been shown to have a significant impact on these boundary chromosomal elements; that is the case of mutations in the HDAC Clr6 complex, which cause mis-regulation of genes at subtelomeres and Tf2 elements (49,50), and probably deletion of Top1 also causes defects in the chromatin architecture in these domains.

**Figure 3.**
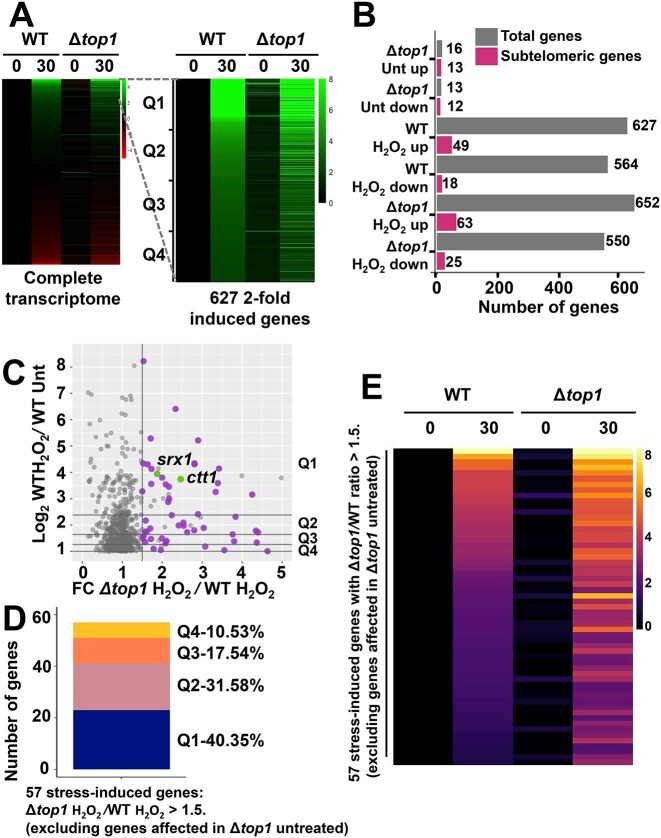
The general stress response is upregulated in Δ*top1* cells. (**A**) Highly induced stress response genes are upregulated in Δ*top1* cells. Total RNA from strains 972 (WT) and RF14 (Δ*top1*), treated or not with 1 mM H_2_O_2_ for 30 min, was sequenced using Illumina technology and analyzed as described under Materials and methods. Horizontal strips represent genes, and columns represent untreated or treated conditions of the indicated strains. The log_2_ changes in expression, relative to the untreated wild-type sample, are color-coded as shown in the bar (green for up-regulation and red for down-regulation). Genes were organized by their relative expression in the wild-type treated column. First panel shows the expression changes of the whole transcriptome, and second panel shows the 627 genes significantly up-regulated at least 2-fold in a wild type strain treated with 1 mM H_2_O_2_. Quartiles of expression are indicated, with Q1 being highest expressed genes in wild type treated sample. (**B**) Subtelomeric genes are over-represented among the up-regulated genes in Δ*top1* cells. Grey bars represent the number of genes significantly up- or down-regulated (2-fold) in each strain and treatment indicated. Pink bars indicate the number of affected genes (grey bars) that are consider subtelomeric. (**C**) Detail of a scattered plot showing the 627 genes indicated in A (right panel). Y axis shows expression of a wild-type treated relative to the wild-type untreated (expressed as log_2_). X axis shows the Δ*top1* to wild-type ratio of expression in treated samples. Purple and green dots highlight the significantly upregulated genes in a Δ*top1* relative to wild-type treated cells (total of 57 genes; upregulated 1.5-fold and *q*-value < 0.1, excluding genes upregulated in Δ*top1* in untreated conditions). The *srx1* and *ctt1* genes are indicated in green. (**D**) Among the 627 genes separated in 4 quartiles (Q1 to Q4) in A (right panel), 57 were upregulated in Δ*top1* relative to wild-type in treated cells (purple and green dots in C); the plot represents to which quartile of expression belongs each of the 57 upregulated genes. (**E**) Heat map showing the expression of the 57 upregulated genes in Δ*top1* relative to wild-type strain. Heatmap shows the log_2_ fold-change expression of the 57 selected genes (see C) in each condition relative to the wild-type untreated.

Regarding the response to H_2_O_2_, few more genes passed the threshold of 2-fold activation in Δ*top1* cells than in wild-type (652 versus 627, respectively). It is worth mentioning that many stress genes are located at subtelomeric regions, and they may be affected by Top1 deletion due to their proximity to the chromosomal ends. However, no significant changes in the number of subtelomeric genes in up- or down-regulated in Δ*top1* cells relative to wild-type cells were detected: a similar proportion of up-regulated genes, 49/627 and 63/652 in wild-type and Δ*top1* cells, are subtelomeric; the same occurs with down regulated genes (Figure 3B, pink bars).

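The genes past the 2-fold threshold in wild-type alone numbered 115 and those in Δ*top1* alone 132. Whether a response differed between the strains was tested with the interaction of strain and treatment. It was past an adjusted p of 0.1 (limma) for 13 of the wild-type-only and 27 of the Δ*top1*-only genes. Over all genes tested, 107 had a higher and 92 a lower response in Δ*top1*. The interaction gave 431 and 448 genes with the replicate block, and the lowest correlation of same-numbered deviations among the 6 pairs of groups was 0.066.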

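Subtelomeric genes made up 47 of the 609 genes up with H_2_O_2_ in wild-type that have a position (7.72%) and 57 of 628 in Δ*top1* (9.08%), against 2.57% and 2.35% of the other genes tested (Fisher's exact test, two-sided, p = 3.2e-09 and p = 1.8e-14). Among the genes up in only 1 strain that have a position, 16 of 132 in Δ*top1* (12.1%) and 6 of 113 in wild-type (5.31%) were subtelomeric, a difference not past p = 0.05 (Fisher's exact test, two-sided, p = 0.0745). With the replicate block these were 18 of 134 and 5 of 111 genes (p = 0.0260, Fisher's exact test), and with DESeq2 21 of 134 and 6 of 117 (p = 0.00772). Of the genes down with H_2_O_2_, 17 of 566 in wild-type (3.00%) and 15 of 537 in Δ*top1* (2.79%) were subtelomeric, close to the share of the other genes (Fisher's exact test, two-sided, p = 0.899 and p = 0.697). Those down in only 1 strain included 3 of 134 subtelomeric genes in Δ*top1* and 5 of 163 in wild-type (Fisher's exact test, p = 0.733).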

An alternative hypothesis for the role of Top1 on transcription is that highly induced genes would benefit from the absence of the DNA topoisomerase. Top1 from *S. cerevisiae* has been localized to gene bodies of highly induced genes, probably associated to elongating Pol II (25). To test whether the absence of Top1 would affect more severely the expression of highly expressed genes, we divided the 627 genes up-regulated in a wild-type background upon stress in four quartiles, Q1 being highly induced upon stress, Q4 being only moderately induced (Figure 3A, right panel). 

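Ranked by their fold change in wild-type, the induced genes fell into quartiles of 153, 153, 153 and 154 genes. The rise was between 4.99-fold and 288-fold in Q1, between 3.06-fold and 4.98-fold in Q2, between 2.42-fold and 3.06-fold in Q3 and between 2.00-fold and 2.40-fold in Q4. *ctt1*, *srx1*, *hsp9*, *gpd1* and *atf1* fell in Q1, *tpx1* in Q2, and *trr1* and *caf5* in Q4.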

In each quartile, we then measured the number of genes which were differentially up-regulated in cells lacking Top1 compared to wild-type cells by more than 1.5-fold; we subtracted those with altered values in untreated Δ*top1* cells to dismiss effects caused by proximity to the chromosomal ends. 

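Compared between the treated strains, 54 of the wild-type-induced genes were at least 1.5-fold higher in Δ*top1* (limma, adjusted p under 0.1). Without stress, 11 of the induced genes were already at least 1.5-fold higher in Δ*top1* at an adjusted p under 0.1 (limma), which left 602 that could pass. Leaving out genes that changed in either direction without stress gave 48 genes, and leaving out every gene 1.5-fold higher without stress, whatever its p, gave 39.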

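After these steps 49 genes remained, of which 46 are in Supplementary Table S3. Of the genes of that table, 2 were not 2-fold induced in wild-type here, 1 was left out for its untreated difference, 6 had an adjusted p of 0.1 or more (limma) and 2 a ratio under 1.5 between the treated strains. With the replicate block 54 genes passed, 44 of them shared with the fit without it, and the deviations of same-numbered treated libraries correlated at 0.369. DESeq2 on the recovered reads also gave 54, of which 53 are in the table. Limma's treat moved the number most and left 6 genes. Of the genes that passed, 15 are subtelomeric (30.6%), against 5.71% of the other induced genes with a position (Fisher's exact test, two-sided, p = 5.2e-07). An excess near chromosome ends thus remained after genes higher without stress at an adjusted p under 0.1 were left out. Some that passed, such as *eno102* (log2 0.84), were still over 1.5-fold higher without stress. Of 59 induced genes 1.5-fold lower in treated Δ*top1*, 9 were subtelomeric, against 6.91% of the others (Fisher's exact test, p = 0.0356). With the replicate block p was 0.0875 and with DESeq2 0.0836 by this test. The excess was thus not shown to be specific to higher genes. Counting chromosomes I and II alone, these were 1 of 59 lower and 14 of 49 higher genes.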

The remaining 57 genes were labelled in purple in Figure 3C. The *ctt1* and *srx1* genes, indicated in green in Figure 3C, which were accommodated in the upper quartile, Q1, fulfilled this criterion. 

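*ctt1* (SPCC757.07c, chromosome III from 56654 to 58833 in ASM294v3), which encodes catalase, had 4330 ± 206 normalized counts in untreated wild-type, 57922 ± 10547 in wild-type with H_2_O_2_, 3156 ± 123 in untreated Δ*top1* and 140668 ± 9044 in Δ*top1* with H_2_O_2_ (SD, n = 2 each). Its response was a log2 of 3.73 in wild-type (adjusted p = 1.9e-07, limma) and 5.48 in Δ*top1* (adjusted p = 3.7e-08). *srx1* (SPBC106.02c, chromosome II from 376253 to 377012), which encodes sulfiredoxin, had 437 ± 74.4, 6720 ± 917, 422 ± 50.5 and 12424 ± 373 normalized counts in the same order (SD, n = 2 each). Its response was a log2 of 3.94 in wild-type and 4.88 in Δ*top1*. Between the treated strains *srx1* was higher in Δ*top1* (log2 0.89, standard error 0.14, adjusted p = 0.00715, limma; with the replicate block, adjusted p = 9.9e-04), and its log2 ratio stayed between 0.75 and 1.03 with each treated library left out in turn. The interaction was past the threshold for *ctt1* (adjusted p = 0.013, limma) and *srx1* (adjusted p = 0.0751). *gpd1* (SPBC215.05) had 116228 ± 6978 normalized counts in treated wild-type and 116823 ± 304 in treated Δ*top1* (SD, n = 2 each), a difference within the spread between replicates (log2 0.01, standard error 0.18, adjusted p = 0.98, limma).

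**Figure D2:**
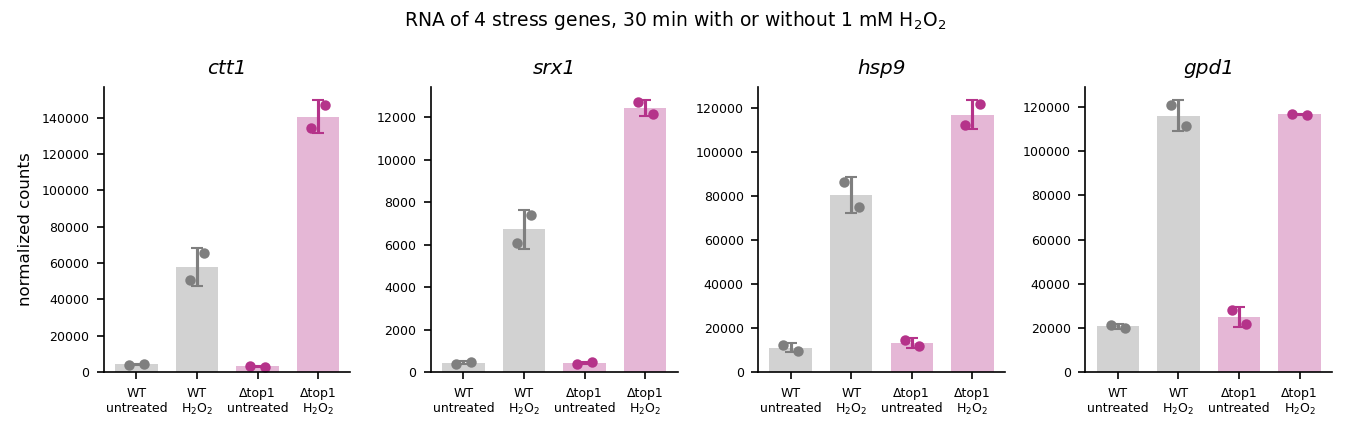
Normalized counts of *ctt1*, *srx1*, *hsp9* and *gpd1* in wild-type and Δ*top1* cells, untreated and after 30 min with 1 mM H_2_O_2_. Points are the replicates, bars their mean and error bars the SD (n = 2). The treated Δ*top1* replicates lie above both treated wild-type replicates for *ctt1*, *srx1* and *hsp9* but not for *gpd1*.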

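Of the genes higher in treated Δ*top1*, 18 (36.7%) fell in Q1, 17 (34.7%) in Q2, 8 (16.3%) in Q3 and 6 (12.2%) in Q4. Q1 held 146 of the genes that could pass (24.3%), and its share of the higher genes was larger than that (Fisher's exact test, two-sided, p = 0.0379, odds ratio 1.93). Of the 60 induced genes at least 1.5-fold lower in treated Δ*top1* (limma, adjusted p under 0.1), 20 (33.3%) were in Q1 too. The Q1 shares of higher and lower genes were not shown to differ (Fisher's exact test, p = 0.84), so the excess is not specific to higher genes. With the replicate block 20 of the higher genes fell in Q1 (p = 0.0168, Fisher's exact test). With a pseudocount of 5 the Q1 share was 35.3% and no longer past p = 0.05 (p = 0.0868, Fisher's exact test). The share moved most, to 75.5%, with the genes ranked by their fold change in Δ*top1*, which also enters the ratio between the treated strains. Ranked by their expression level in treated wild-type, which is the denominator of that ratio, the direction reversed: the top quartile then held 8 of the genes and the lowest 28. The smaller share in the top quartile was not past p = 0.05 (Fisher's exact test, p = 0.17, odds ratio 0.56). That test leaves out the excess in the lowest quartile, which was not itself tested. The lowest quartile held 57.1% of the higher genes, and 146 of the 602 genes that could pass.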

As indicated in Figure 3D, most of the 57 genes differentially expressed in treated Δ*top1* cells compared to wild-type belonged to the upper Q1 quartile of highly expressed genes (40.3%); only few genes were present in the quartile of low-expressed genes, Q4 (10.5%). The heat map of the remaining 57 genes, listed in Supplementary Table S3, is shown as Figure 3E.

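The genes of Supplementary Table S3 were all higher in treated Δ*top1* here, with log2 ratios between 0.57 and 4.52 and a median of 1.26. For 54 of the 57 both Δ*top1* replicates lay above both wild-type replicates. Their median log2 ratio without stress was 0.15. The interaction was past an adjusted p of 0.1 (limma) for 21 of them. Since this list is the paper's own call on these libraries, these counts show no independent stability. Of the genes that passed here, the largest differences were at SPAC1F8.04c (chromosome I from 92387 to 93879; 211 ± 91 normalized counts in treated wild-type and 2144 ± 110 in treated Δ*top1*, SD, n = 2; log2 3.41, standard error 0.26, adjusted p = 2.6e-04, limma), SPCC663.08c (log2 2.96, adjusted p = 0.0165; 15.9% of its 31-base words are shared with another gene), *caf5* (log2 2.68, adjusted p = 0.00366), SPCC1739.08c (log2 2.23) and SPBPB21E7.04c (log2 2.16). For *caf5* the treated wild-type replicates were far apart, at 1151 and 2669 normalized counts, and its log2 ratio ran between 2.08 and 3.29 with each treated library left out in turn. For SPCC663.08c they were at 585 and 2066, and its ratio ran between 2.05 and 3.87. The ratio ran from 1.65 to 2.81 for SPCC1739.08c, from 1.65 to 2.67 for SPBPB21E7.04c and from 2.95 to 3.86 for SPAC1F8.04c. From the distribution over the quartiles, the paper concludes that highly induced genes are more prone to be affected by the lack of Top1 (Fig. 3D).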

### The nucleosome architecture of highly induced stress genes remains open in Δ*top1* longer than in wild-type cells

To gain a whole-genome view of the chromatin architecture at stress genes, we purified MNase-derived mononucleosomes of biological duplicates of wild-type and Δ*top1* rich media cultures, under untreated conditions or 2, 5 or 15 min after 1 mM H_2_O_2_, and sequenced them (Figure 4A). We first monitored the similarity between replicates of each experimental condition by calculating the Pearson coefficients, which were higher than 0.93 for all couples (Supplementary Figure S3). We then averaged the nucleosome profile of all *S. pombe* genes, aligning nucleosomal arrays based on the published TSSs. Figure 4B shows the profile of nucleosome occupancy of wild-type untreated cells, from −500 to +1000 base pairs relative to the TSSs (indicated with an arrow). As previously shown (51), clear NDRs were prominent in many *S. pombe* genes, with the nucleosome arrays downstream of the TSSs emanating from the NDRs. No apparent differences in these nucleosome patterns were observed among the 8 different samples (2 strains and 4 biological conditions) when evaluating the 5000 genes (unpublished data). When the ∼500 genes upregulated upon H_2_O_2_ in both wild-type and Δ*top1* strains based on our transcriptomic analyses, which are listed in Supplementary Table S4, were analyzed, the nucleosome pattern was also apparently similar (Figure 4C).

**Figure 4.**
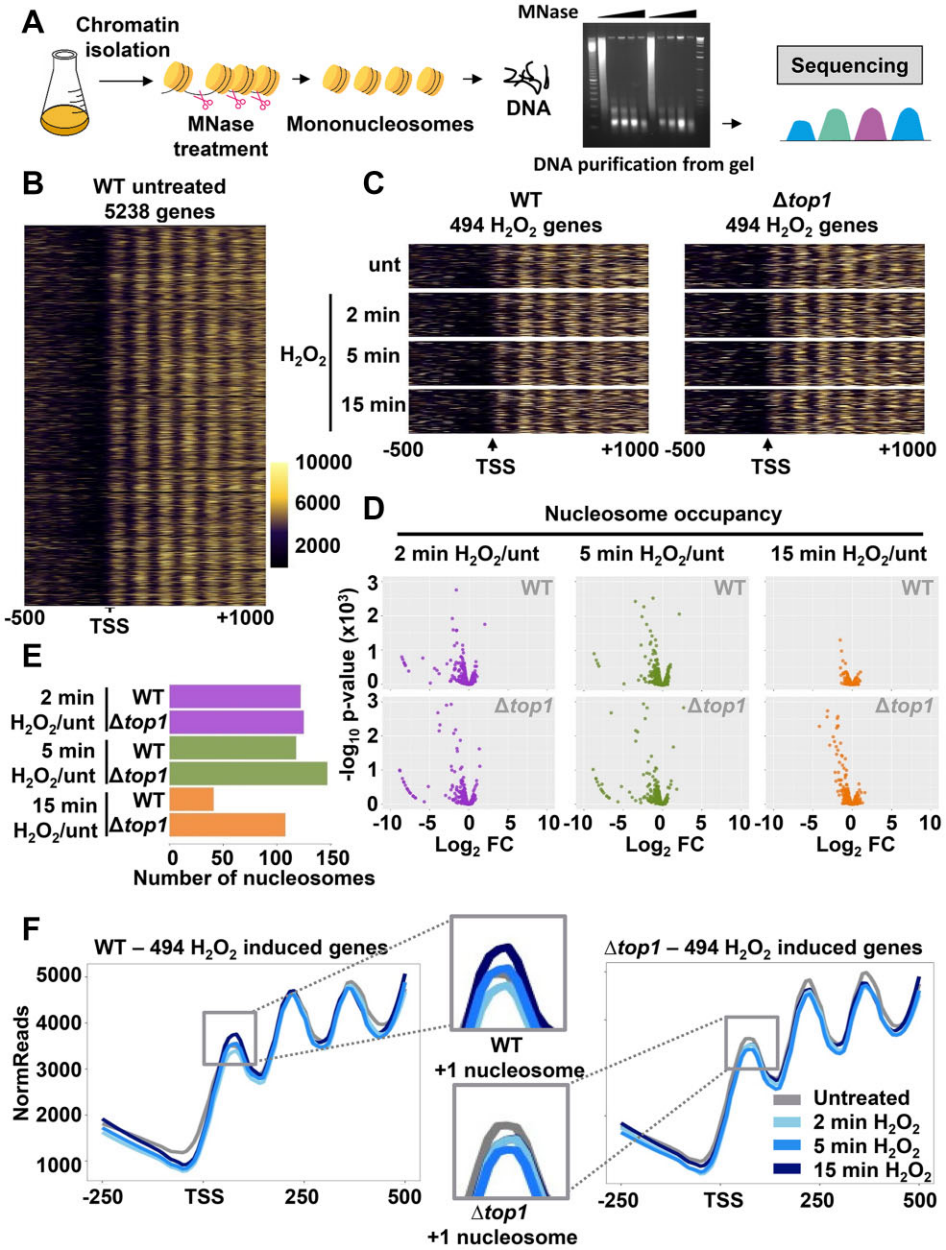
Nucleosome reassembly after stress imposition is slower in Δ*top1* cells. (**A**) Scheme depicting MNase-seq protocol. Mononucleosomes of strains 972 (WT) and RF14 (Δ*top1*) were isolated from cultures treated or not with 1 mM H_2_O_2_ for 2, 5 or 15 min. (**B**) Heatmap representing normalized reads from the position -50 to + 1000 base pairs relative to the TSSs (columns) of the total genome (rows). (**C**) Heatmaps showing normalized reads of the common 494 genes significantly induced in Δ*top1* and wild-type strains upon H_2_O_2_ treatment based on the transcriptomic analysis. Each heatmap represents the nucleosome occupancy in the indicated condition (untreated and 2, 5 and 15 min of H_2_O_2_ treatment) in wild-type (left panels) and Δ*top1* (right panels) strains. Rows represent individual genes and columns are the base pair distance to the TSSs (from −500 to +1000 bp). (**D**) Volcano plots depicting nucleosome occupancy changes of the 494 genes commonly induced upon peroxide treatment. Each dot represents a nucleosome identified by DANPOS2. Only nucleosomes in the −50 to +500 relative to the TSS of the 494 genes are analyzed. X axis of each plot shows the log_2_ fold change (FC) of nucleosome occupancy in the indicated time points after peroxide treatment compared with the untreated. Upper three panels: wild-type strain; bottom three panels: Δ*top1* strain. Y axis represent the log_10_*P*-value. (**E**) Number of nucleosomes from the 494 genes, as shown in D, that present a decrease of ≤1.5 fold change in nucleosome occupancy and are statistically significant. (**F**) Line plots depicting average reads of the 494 stress induced genes in wild-type (left panel) and Δ*top1* (right panel) strains. Lines correspond to each one of the conditions analyzed: untreated and 2, 5 and 15 min after H_2_O_2_ treatment.

We then used the DANPOS2 algorithm (43) to identify the position and assign a quantitative value to each nucleosome of these 494 genes. We chose to compare the values of ∼1500 nucleosomes downstream the TSS of these differentially expressed genes. As shown in Figure 4D with Volcano plots, in which each dot represents a nucleosome located around the TSS (−50 to +500 bp relative to the TSS), dozens of nucleosomes were more weakly positioned 2 and 5 min after H_2_O_2_ stress relative to untreated conditions, both in a wild-type and Δ*top1* strain. 15 min after stress imposition, only few nucleosomes were still partially evicted in a wild-type background, whereas the number of nucleosomes which remained significantly less occupied relative to untreated conditions was much higher in cells lacking Top1 (Figure 4D and E; Supplementary Table S5).

We averaged nucleosome occupancy nearby the TSS of these ∼500 H_2_O_2_-upregulated genes. As shown in Figure 4F, the NDR and three nucleosomes were clearly positioned and visualized when analyzing the area between −250 to +500, TSS being +1, under untreated conditions (grey line). In a wild-type background (left panel), 2 and 5 min after H_2_O_2_ treatment de number of reads corresponding to the first nucleosomes of these ∼500 stress genes decreased relative to the untreated condition in wild-type cells, and the reads returned to the starting levels 15 min after stress imposition; this was particularly apparent in the + 1 nucleosome (dark blue line in inset of WT + 1 nucleosome in Figure 4F). This would suggest that nucleosomes were partially evicted from the gene bodies of stress genes, returning to the closed conformation at longer times. Similar observations were obtained for the reads/nucleosomes of Δ*top1* at short times. Nevertheless, nucleosomes did not return to the starting position 15 min after stress, indicating that the chromatin remained open at longer times. The delay in closing chromatin of cells lacking Top1 was particularly apparent in the +1 nucleosome of the stress genes (dark blue line in inset of Δ*top1* + 1 nucleosome in Figure 4F). Of note, the differences observed for the averaged nucleosome maps of the 494 stress genes between wild-type and Δ*top1* strains was more dramatic for the highly expressed genes of the quartil 1, than for the genes of the other quartils (unpublished data).

We then analyzed the nucleosome maps of the 55 genes differentially up-regulated in cells lacking Top1 compared to wild-type cells, based on our transcriptomic analysis (listed in Supplementary Table S6); only 2 of the genes of Figure 3E were discarded due to the small number of reads mapping to their locations in our nucleosome-sequencing analysis. Since the TSS coordinates of some of these genes seemed to be improperly annotated, we used the + 1 nucleosome center to synchronize all their nucleosome maps (+1 in Figure 5A). The average nucleosome position became fuzzy after stress imposition in both strain backgrounds (Supplementary Figure S4A), but this open configuration seemed to be fully maintained in cells lacking Top1 (Figure 5AD). Thus, when we averaged the +1 nucleosome of these 55 stress genes, it became very clear that the nucleosome maps of wild-type and Δ*top1* cells were undistinguishable under untreated conditions and 2 min after stress imposition (Figure 5A, B), but they differed at longer times (Figure 5C, D), indicating that the +1 to +3 nucleosomes had returned to their original position in wild-type cells, but remained fuzzy in strain Δ*top1*. Importantly, the average nucleosome map of 55 control genes (listed in Supplementary Table S7) was unaffected by stress in both wild-type or Δ*top1* cells (Supplementary Figure S4B). From these experiments, we conclude that the absence of Top1 impairs nucleosome reassembly after the transcriptional machinery has passed along the stress genes, and consequently these genes remain open longer than in wild-type cells.

**Figure 5.**
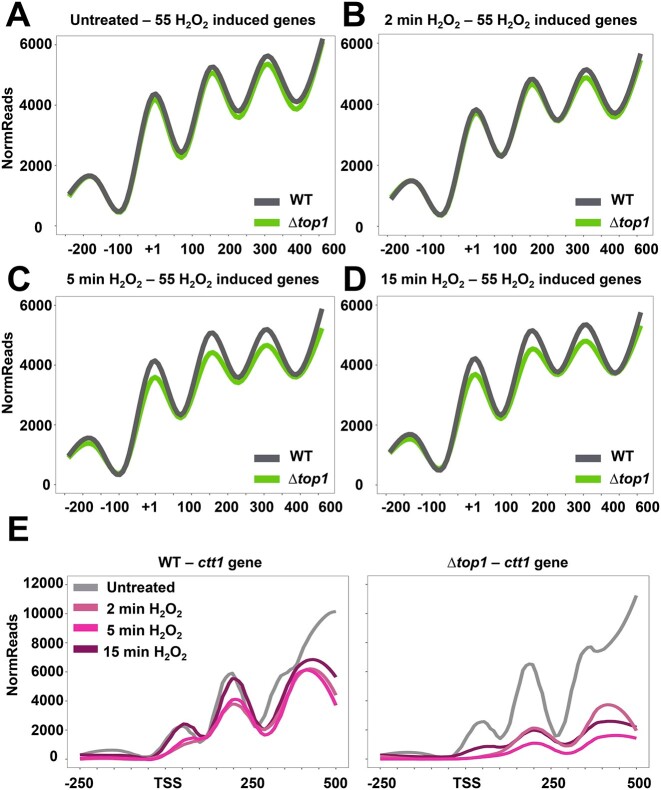
Composite plots of relative nucleosome occupancy of 972 (WT) and RF14 (Δ*top1*) strains. Line plots comparing average nucleosome occupancy of wild-type and Δ*top1* under the different conditions: untreated (**A**), and after 2 (**B**), 5 (**C**) and 15 min (**D**) of H_2_O_2_ treatment. Each line is the average normalized reads of the stress induced genes described in Figure 3E. Genes were aligned to the +1 nucleosome (first after the TSS). (**E**) Nucleosome occupancy of catalase (*ctt1*) gene in wild-type (left panel) and Δ*top1* (right panel) in untreated and H_2_O_2_ treatment (2, 5 and 15 min).

### Nucleosome architecture around the *ctt1* gene

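The ratio of *ctt1* between treated Δ*top1* and treated wild-type was 2.66 for replicate 1 and 2.25 for replicate 2, with a mean of 2.46 ± 0.291 (SD, n = 2). On the log2 scale it was 1.29 (standard error 0.14, adjusted p = 0.00174, limma), with each treated library left out in turn it stayed between 1.10 and 1.48, and with the replicate block the adjusted p was 3.1e-04. Without stress *ctt1* was lower in Δ*top1* by less than the test could call (log2 -0.46, adjusted p = 0.606).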

Since the *ctt1* gene was clearly up-regulated to a larger extent in a Δ*top1* background than in wild-type cells in our transcriptomic analysis (2.46 Δ*top1-*to-WT induction ratio), we used the nucleosome sequencing data to test whether the chromatin architecture at *ctt1* before and after stress is different in both strains. As previously reported using nucleosome scanning (amplification with pairs of overlapping primers of purified nucleosomes and analysis by quantitative PCR) (15), the nucleosome landscape of the *ctt1* gene was altered upon stress imposition, probably due to partial nucleosome eviction caused by the elongating transcriptional machinery (Figure 5E, left panel). Thus, the well-established nucleosomes downstream of the TSS (+1 to +3 shown in Figure 5E) were weakly positioned 2 and 5 min after stress imposition. Nucleosomes + 1 and + 2 fully returned to the starting position 15 min after H_2_O_2_ stress in a wild-type background. The +1 to +3 *ctt1* nucleosomes of cells lacking Top1 also displayed a very stable position prior to stress, which was largely lost 2 and 5 min after H_2_O_2_ stress; importantly, 15 min after H_2_O_2_ the nucleosomes were far from being reassembled to their original localization (Figure 5E, right panel). These experiments suggest that the chromatin at the *ctt1* gene remains open long after stress imposition in cells lacking Top1. A very similar pattern was observed at other stress genes such as *srx1, trr1, tpx1* or *caf5* (Supplementary Figure S5A). For each gene, the number of nucleosome reads in the 0–500 bp area relative to the TSS after 15 min of peroxide stress was lower in cells lacking Top1 that in the wild-type strain (Supplementary Figure S5B), suggestive of an open chromatin configuration.

As shown above, the nucleosome landscape of the *ctt1* gene remained open after 15 min of stress imposition in cells lacking Top1. To confirm that nucleosomes eventually returned to their positions in this background, we isolated mononucleosomes from wild-type and Δ*top1* cultures 1 and 2 h after H_2_O_2_ stress, and compared them with those of shorter time points by nucleosome scanning. Briefly, DNA from the mononucleosome samples was PCR-amplified with overlapping pairs of primers covering ∼0.8 kb of the *ctt1* gene, as described before (15). As shown in Supplementary Figure S6, the +1 to +3 nucleosomes downstream of the TSS were largely repositioned in Δ*top1* cells 2 h after stress imposition.

### Genetic interaction between *top1* and the chromatin remodeler-coding genes *hrp1, hrp3* and *snf22*

Stress-dependent nucleosome architecture is therefore affected by deletion of *top1*. A similar effect could be expected from defects in chromatin remodelers. In fact, it was suggested that chromatin remodelers use ATP hydrolysis to drive local changes in the DNA twist, and therefore have an impact on DNA topology, at least *in vitro* (52). We tested the effect on oxidative stress tolerance and transcription of three remodelers, previously connected to other Atf1 functions: Snf22, Hrp1 and Hrp3.

Regarding tolerance to oxidative stress, cells lacking Hrp3 or Snf22 are severely sensitive to oxidative stress (Figure 6A), and the combination of gene deletions of Δ*top1* with either Δ*hrp3* or Δ*snf22* yielded strains with intermediate phenotypes, suggesting that Top1 and these chromatin remodelers affect oxidative stress tolerance through independent mechanisms.

**Figure 6.**
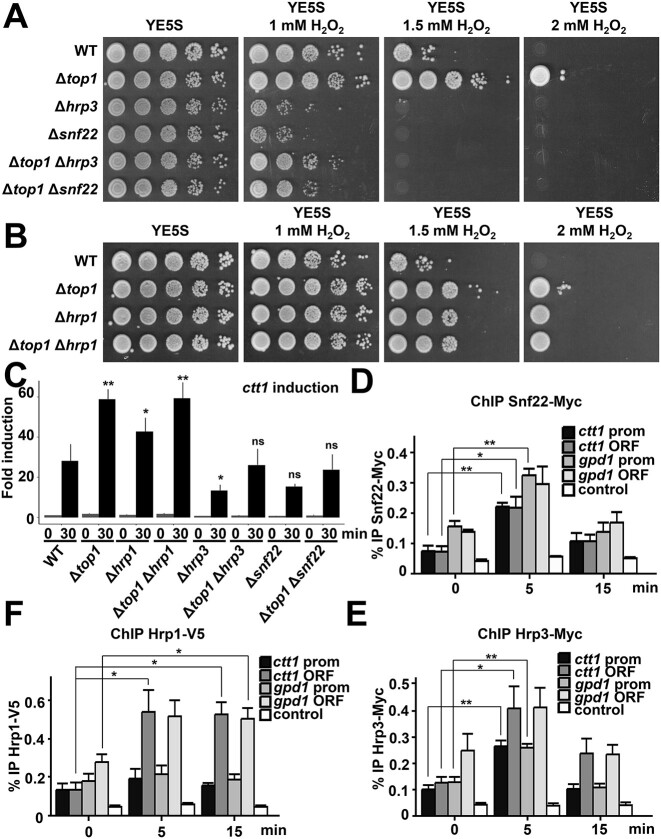
Cells lacking the nucleosome remodeler Hrp1 are resistant to oxidative stress. (**A**) Cells lacking nucleosome remodelers Hrp3 or Snf22 are sensitive to H_2_O_2_. Experiments were performed as in Figure 1A with strains 972 (WT), RF14 (Δ*top1*), IV83 (Δ*hrp3*), IV84 (Δ*snf22)*, RF117 (Δ*top1* Δ*hrp3*) and RF118 (Δ*top1* Δ*snf22*). (**B**) Cells lacking nucleosome remodeler Hrp1 are resistant to H_2_O_2_. Experiments were performed as in Figure 1A, using strains 972 (WT), RF14 (Δ*top1*), IV69 (Δ*hrp1*) and RF99 (Δ*top1* Δ*hrp1*). (**C**) Expression of *ctt1* was analyzed by quantitative PCR in the strains from A and B. Amplification with *act1* primers was used as a control for normalization. Bar plots represent the mean value and SD from biological triplicates. Significant differences between each mutant strain and the wild-type strain after peroxide treatment were determined by a two-sided *t*-test (*P< 0.05, **P< 0.01). (**D–F**) Snf22, Hrp3 and Hrp1 recruitment to the promoters and ORFs of stress genes upon stress imposition. ChIP experiments as in Figure 1D using anti-Myc or anti-V5 antibodies were performed from cultures of strains JA2653 (*snf22-myc*) (**D**), JA2777 (*hrp3-myc*) (**E**) or RB175 (*hrp1-V5*) (**F**), using primers covering promoter or ORF regions of *ctt1* and *gpd1*. Primers of a *mtDNA* region were used as control. Bar plots represent the mean value and SD from biological triplicates. Significant differences were determined by a two-sided *t*-test (*P< 0.05, **P< 0.01).

On the contrary, deletion of *hrp1* yielded a strain resistant to H_2_O_2_, almost to the same extent as Δ*top1* (Figure 6B). The resistance phenotypes of the single deletes did not add in the double deletion strain, suggesting that Top1 and Hrp1 contribute to H_2_O_2_ tolerance through a similar mechanism.

H_2_O_2_ tolerance of the strains lacking Hrp1, Hrp3 or Snf22 perfectly correlated with the expression levels of the *ctt1* and *srx1* genes, as shown in Figure 6C for *ctt1* and Supplementary Figure S7A for *srx1*. Thus, the H_2_O_2_–dependent expression of the stress genes *ctt1* and *srx1* is lower than in wild-type cells in the case of Δ*hrp3* or Δ*snf22*, and is significantly higher in the case of strain Δ*hrp1*.

To test by ChIP the recruitment at promoters and ORFs of stress genes of these chromatin remodelers, we modified their endogenous genes and checked that the tagged proteins remained functional and maintained wild-type tolerance to H_2_O_2_ (Supplementary Figure S7B). While Top1-HA was present at the ORFs of stress genes 5 and 15 min of H_2_O_2_ stress (Figure 2A), Snf22-Myc and Hrp3-Myc were transiently recruited at both promoters and ORFs of the *ctt1* and *gpd1* genes 5 min after stress imposition (Figure 6D, E). Hrp1-V5 was also recruited to DNA, mainly at ORFs but also at promoters, but remained at stress genes 15 min after stress (Figure 6F), similar to Top1-HA. The recruitment of Hrp1 and Top1 to stress genes was not significantly impaired in the absence of each other (Supplementary Figure S7C, D). In combination, these results suggest that Snf22 and Hrp3 have earlier and transient roles at stress genes, such as opening the chromatin to promote transcription progression, whereas Top1 and Hrp1 may be recruited to favor a later step in transcription, such as chromatin closing.

To confirm this hypothesis, we isolated mononucleosomes of cells lacking these chromatin remodelers before and after H_2_O_2_ stress, and compared them with those of wild-type and Δ*top1* cells by nucleosome scanning. As shown in Figure 7A, cells lacking Snf22 and Hrp3 were largely unable to open the chromatin structure at the *ctt1* gene upon stress imposition. On the contrary, in cells lacking Hrp1 the +1 to +3 nucleosomes downstream of the TSS were largely evicted 2 and 5 min after H_2_O_2_ treatment, and this nucleosome architecture remained open after 15 min (Figure 7B), while nucleosomes were largely repositioned in wild-type cells at this time point (Figure 7A, top left panel). Of note, the nucleosomes of Δ*hrp1* cells were also repositioned at longer time points (60 and 120 min; Supplementary Figure S7E), slightly earlier that in cells lacking Top1 (Supplementary Figure S6). We used ChIP to analyze whether the Δ*hrp1* strain displayed a more sustained recruitment of the transcriptional machinery, using antibodies against Pol II Ser2-P. As shown in Supplementary Figure S7F, the stress-dependent recruitment of Ser2-phosphorylated Pol II to the *ctt1* gene was significantly higher in cells lacking Hrp1 than in wild-type cells.

**Figure 7.**
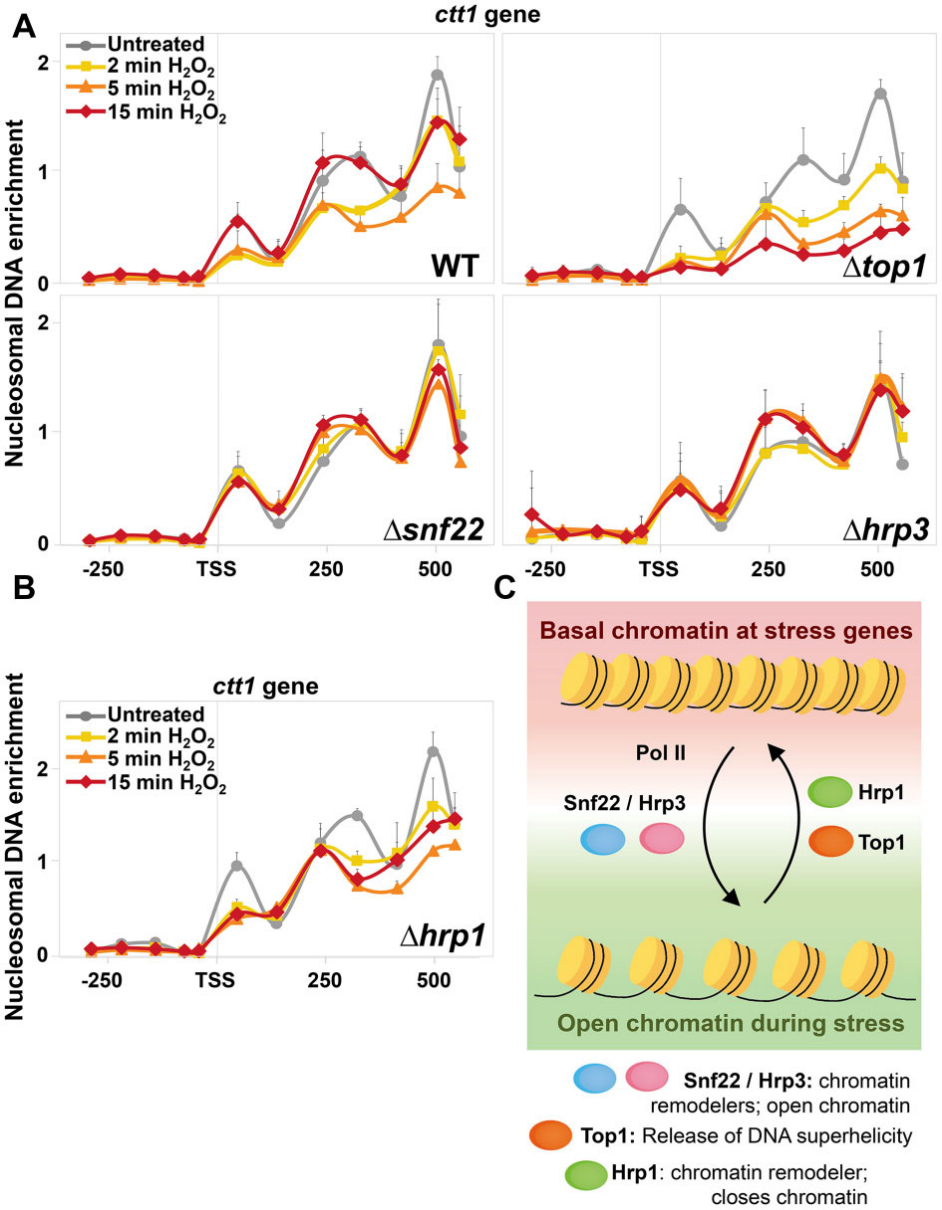
Cells lacking the nucleosome remodelers Snf22, Hrp3 or Hrp1 display altered nucleosome landscapes after stress imposition relative to wild-type cells. (**A, B**) Nucleosome scanning of the *ctt1* gene before (in grey; circles) and after (2 min, in yellow, squares; 5 min, in orance, triangles; 15 min, in red, diamonds) 1 mM H_2_O_2_ stress imposition was performed in strains 972 (WT), RF14 (Δ*top1*), IV84 (Δ*snf22*), IV83 (Δ*hrp3*) and IV69 (Δ*hrp1*). Lines represent average of biological triplicates with error bars (SD). (**C**) Scheme depicting the proposed role of the Top1 topoisomerase and the chromatin remodelers Snf22, Hrp3 and Hrp1 in nucleosome architecture at stress genes. See text for details.

## Discussion

In biology, all signal-dependent processes are based on activating activities but also on inactivating ones, to return to the original state. Environmental stresses strongly rely on transcriptional-driven expression programs for survival. We show here that the lack of Top1 impairs nucleosome reassembly during stress recovery, and Pol II elongation is more sustained. In the absence of Top1, it is likely that transcription-dependent DNA supercoiling is higher than in wild-type cells; our experiments demonstrate that nucleosome reassembly is slower in this context, so that Pol II displays a more prolonged presence at stress genes in Δ*top1* cells.

Top1 in fission yeast has been proposed by ChIP sequencing to accumulate at the boundaries of gene bodies, with a similar profile to the essential Top2 (37). Thus, it was proposed that Top1 activity participates in efficient nucleosome disassembly at gene promoters. A recent report in budding yeast demonstrated by ChIP-on-chip that Top2 accumulates upstream and downstream of the gene bodies, and Top1 is confined within the ORFs, accumulating with a profile very similar to Pol II (25). In the same line, we shown here by ChIP that the presence of Top1 at ORFs (but not promoters) of stress genes is augmented upon stress imposition (Figure 2A).

Our analysis seems to indicate that the absence of Top1 probably affects the basal and induced expression of genes located at subtelomeres, many of which are stress genes. 

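Over all 613 genes induced in wild-type, the median log2 ratio of treated Δ*top1* to treated wild-type was -0.014, against 0.007 over all genes tested. As a set the induced genes were not shown to shift against the other genes (limma's camera test, adjusted p = 0.528 over 3 gene sets; with the replicate block, adjusted p = 0.562). These genes were chosen by the wild-type response, and a high treated wild-type value lowers the ratio, so the test cannot rule out a rise. The medians of the replicate ratios were -0.040 and -0.004. With each library rescaled to the same total the median of the induced genes was above 0, at 0.15, and that of all genes tested was 0.16. By quartile the median log2 ratio was 0.09 in Q1, -0.03 in Q2, -0.04 in Q3 and -0.08 in Q4. The genes induced in Δ*top1*, a set chosen by the Δ*top1* response itself, had a median of 0.11 (limma's camera test, adjusted p = 0.0281; with the replicate block, adjusted p = 0.0513). For the third set, the genes of Supplementary Table S4, the median was 0.057 (adjusted p = 0.424, limma's camera test).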

But we have also shown that highly induced genes are more prone to be affected by the lack of Top1 (Figure 3D). 

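*hsp9* (SPAP8A3.04c) lies on chromosome I from 5319957 to 5320676 in ASM294v3, 258457 bp from the right end. *ctt1* lies 56653 bp from the left end of chromosome III and *srx1* 376252 bp from the left end of chromosome II. In wild-type cells *hsp9* went from 11089 ± 2061 to 80699 ± 8097 normalized counts with H_2_O_2_, and in Δ*top1* cells from 13252 ± 2164 to 117177 ± 6635 (SD, n = 2 each). The treated Δ*top1* value was higher than the wild-type one (log2 0.54, standard error 0.18, adjusted p = 0.0696, limma; replicate block, adjusted p = 0.0182), 1.45-fold and so under the threshold of 1.5. The response itself was not shown to differ between the strains (interaction log2 0.28, adjusted p = 0.592, limma).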

In line with this view, the relative chromosomal locations of three classical stress genes, *ctt1, srx1* and *hsp9*, which are over-induced in cells lacking Top1, are shown in Supplementary Figure S8; only *ctt1* is located close to the left end of chromosome III. Of note, the absence of Top1 significantly affects nucleosome re-positioning after stress at the *ctt1* gene (Figure 5E); its proximity to the chromosomal end could contribute to this dramatic effect.

We show here that the endonuclease activity of Top1 is required for its function, since cells expressing a catalytically dead mutant displayed the same phenotypes as Δ*top1* cells. The experiments shown here make us hypothesize that removal of supercoils at gene bodies of stress genes by Top1 may stimulate nucleosome re-assembly by the chromatin remodeler Hrp1 to return to the starting and closed nucleosomal architecture. We show that Hrp3 and Snf22 are recruited early to promoters and ORFs of stress genes but are not present at later time points, and in their absence stress dependent chromatin remodeling is largely impaired (Figure 7C). We propose a model by which Hrp3 and Snf22 collaborate with the transcriptional machinery during the first rounds of transcription after stress imposition to promote nucleosome eviction, sliding or fuzziness, as suggested in Figure 7C. On the contrary, Hrp1 and Top1 are mainly recruited at ORFs of stress genes, where they remain at later time points; in their absence, the chromatin stays open longer than in wild-type cells (Figure 7C). Interestingly, a connection between DNA topoisomerases and Hrp1 in nucleosome dynamics at promoters was proposed by the group of Ekwall (37). Furthermore, and in line with our work, opposite roles of Hrp1 and Snf22 or Hrp3 have been proposed in triggering homologous recombination at *ade6-M26*, with Hrp1 playing a role in suppressing chromatin opening and Snf22/Hrp3 aiding to establish an open chromatin configuration (21). Also related to our proposal, a role for fission yeast's topoisomerases in nucleosome positioning at the *fbp1* gene has also been demonstrated (53). Based on our work and on previous literature, we propose that DNA topology and chromatin remodelers collaborate to establish the basal and stress-induced chromatin landscapes at gene bodies. In the absence of Top1, we also propose that DNA helical tension at stress genes may be enhanced but nucleosome reassembly impaired, and this second feature prevails and causes more sustained Pol II -dependent transcription than in wild-type cells.

## Supplementary Material

gkad1066_Supplemental_Files Click here for additional data file.

## Data Availability

The data underlying this article are available in the article and in its online supplementary material. Original data such as images and blots have been deposited in Figshare (https://doi.org/10.6084/m9.figshare.22293640). Regarding RNA-seq and MNase/nucleosome sequencing, the data underlying this article are available in GEO (RNA-seq: GSE227183; MNase-sep: GSE227182).

# Supplementary material for: Topoisomerase 1 facilitates nucleosome reassembly at stress genes during recovery
**Source:** Nucleic Acids Res. 2023 Nov 13;51(22):12161–73. doi: 10.1093/nar/gkad1066
**Supplement:** gkad1066_Supplemental_Files

**SUPPLEMENTAL INFORMATION**

**Topoisomerase 1 facilitates nucleosome reassembly at stress genes during recovery**

Montserrat Vega, Rubén Barrios, Rodrigo Fraile, Kevin de Castro Cogle, David Castillo, Roger Anglada, Ferran Casals, José Ayté, Ernesto Lowy-Gallego and Elena Hidalgo

It includes:

Figures S1 to S8

Tables S1 and S2

References

**
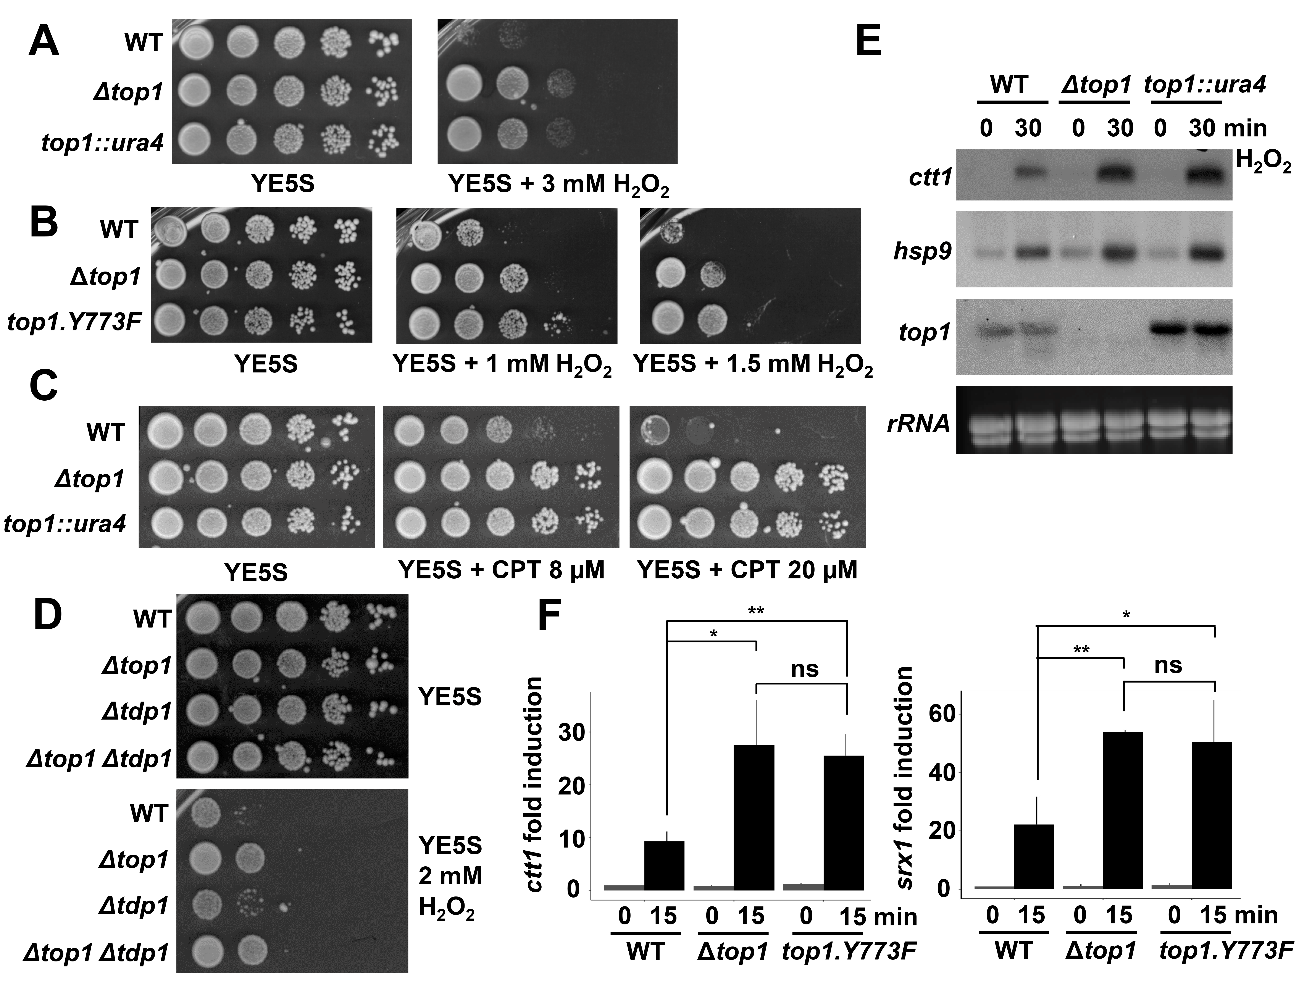
**

**Supplementary Figure S1**. Cells expressing a truncated version of Top1 lacking the catalytic domain are also resistant to oxidative stress. (**A**) Experiments were performed as in Figure 1A with the strains 972 (WT), RF14 (Δ*top1*) and RF56 (Δ*top1::ura4*). (**B**) Experiment performed as in Figure 1A, using strains 972 (WT), RF14 (Δ*top1*) and MV118 (*top1.Y773F*). (**C**) Experiment performed as in Figure 1A, using plates with the indicated concentrations of camptothecin (CPT). (**D**) Experiments performed as in Figure 1A, using strains 972 (WT), RF14 (Δ*top1*), RF120 (Δ*tdp1*) and RF119 (Δ*top1* Δ*tdp1*). (**E**) Total RNA from cultures of the strains 972 (WT), RF14 (Δ*top1*) and RF56 (*top1::ura4*), treated or not with 1 mM H_2_O_2_, was obtained and analyzed by Northern blot with labeled *ctt1*, *hsp9* and *top1* probes. rRNA was used as loading control. (**F**) Expression of *ctt1* and *srx1* was analyzed by quantitative PCR in strains as in **A**. Amplification with *act1* primers was used as a control for normalization. Each bar represents the mean value and SD from biological triplicates. Significant differences between samples were determined by a two-sided t-test (*p<0.05, **p<0.01, ns, non-significant).

**
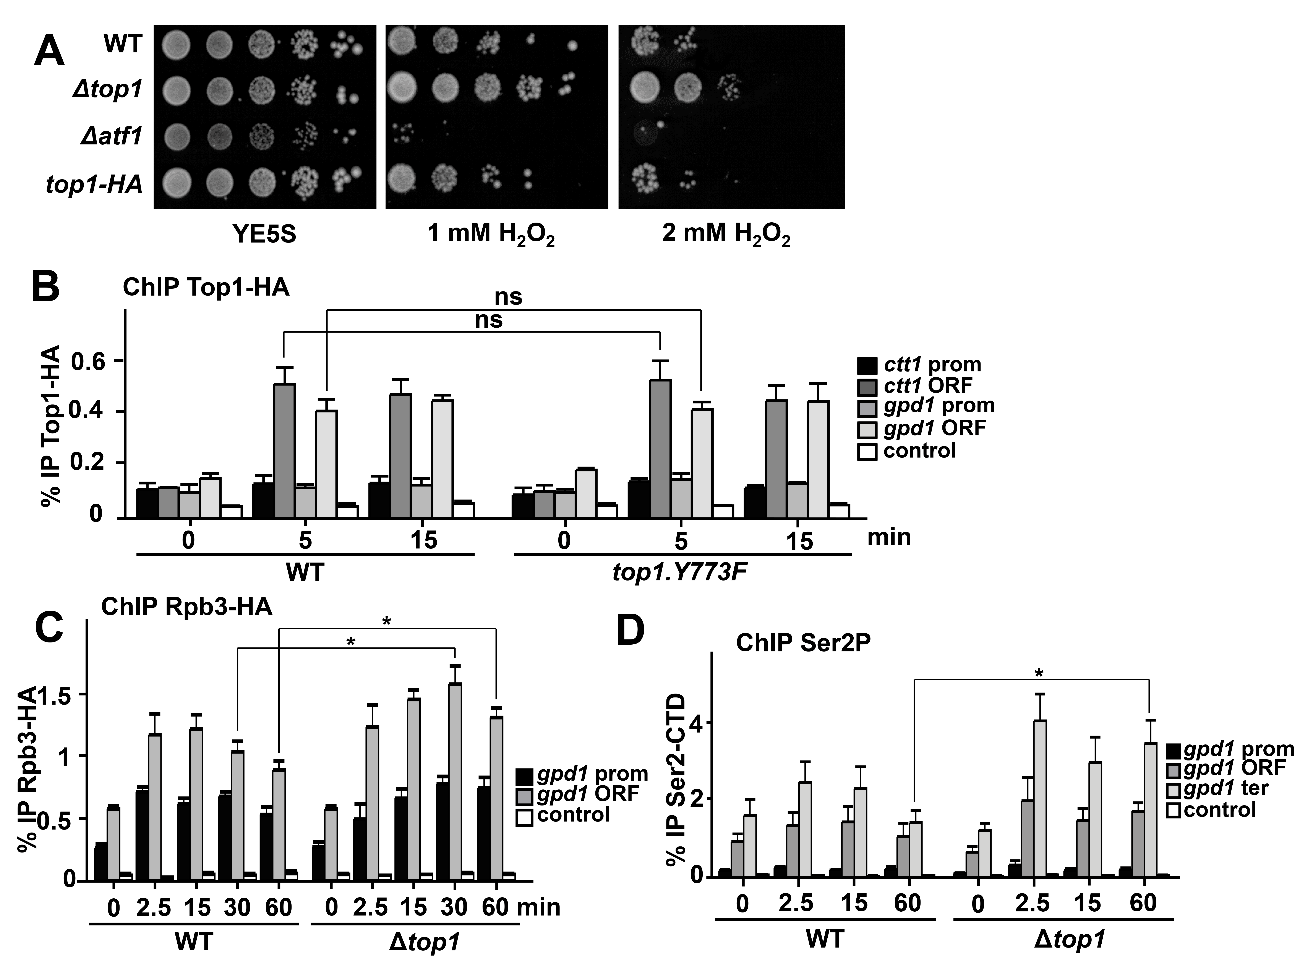
**

**Supplementary Figure S2**. Recruitment of Top1.Y773F-HA and Pol II to stress genes. (**A**) Experiments were performed as in Figure 1A using the strains 972 (WT), RF14 (Δ*top1*), MS98 (Δ*atf1*) and RF92 (*top1-HA*). (**B**) Catalytically-dead version of Top1 is similarly recruited to stress genes after oxidative stress. ChIP experiments as in Figure 1D using anti-HA antibodies were performed from cultures of strains RF92 (WT *top1-HA*) and RB174 (*top1*.*Y773F-HA*), using primers covering promoter or ORF regions of *ctt1* and *gpd1*. Primers of a *mtDNA* region were used as control. Each column represents the mean value and SD, calculated from three biological replicates. Significant differences were determined by a two-sided t-test (ns, non-significant). (**C**) Recruitment of Pol II to the *gpd1* gene. ChIP experiments as in Figure 1D using anti-HA antibodies were performed from cultures of strains JF5 (Rpb3-HA) and RF96 (∆*top1* Rpb3-HA), using primers covering promoter or ORF regions of *gpd1*. Primers of a *mtDNA* region were used as control. Each bar represents the mean value and SD from three biological replicates. Significant differences were determined by a two-sided t-test (*p<0.05). (**D**). Recruitment of elongating Pol II to the *gpd1* gene. ChIP experiments as in Figure 1D using anti-Ser2-P antibodies were performed from cultures of strains 972 (WT) and RF14 (Δ*top1*), using primers covering promoter, ORF and terminator regions of *gpd1*. Primers of a *mtDNA* region were used as control. Each bar represents the mean value and SD from biological triplicates. Significant differences were determined by a two-sided t-test (*p<0.05).

**
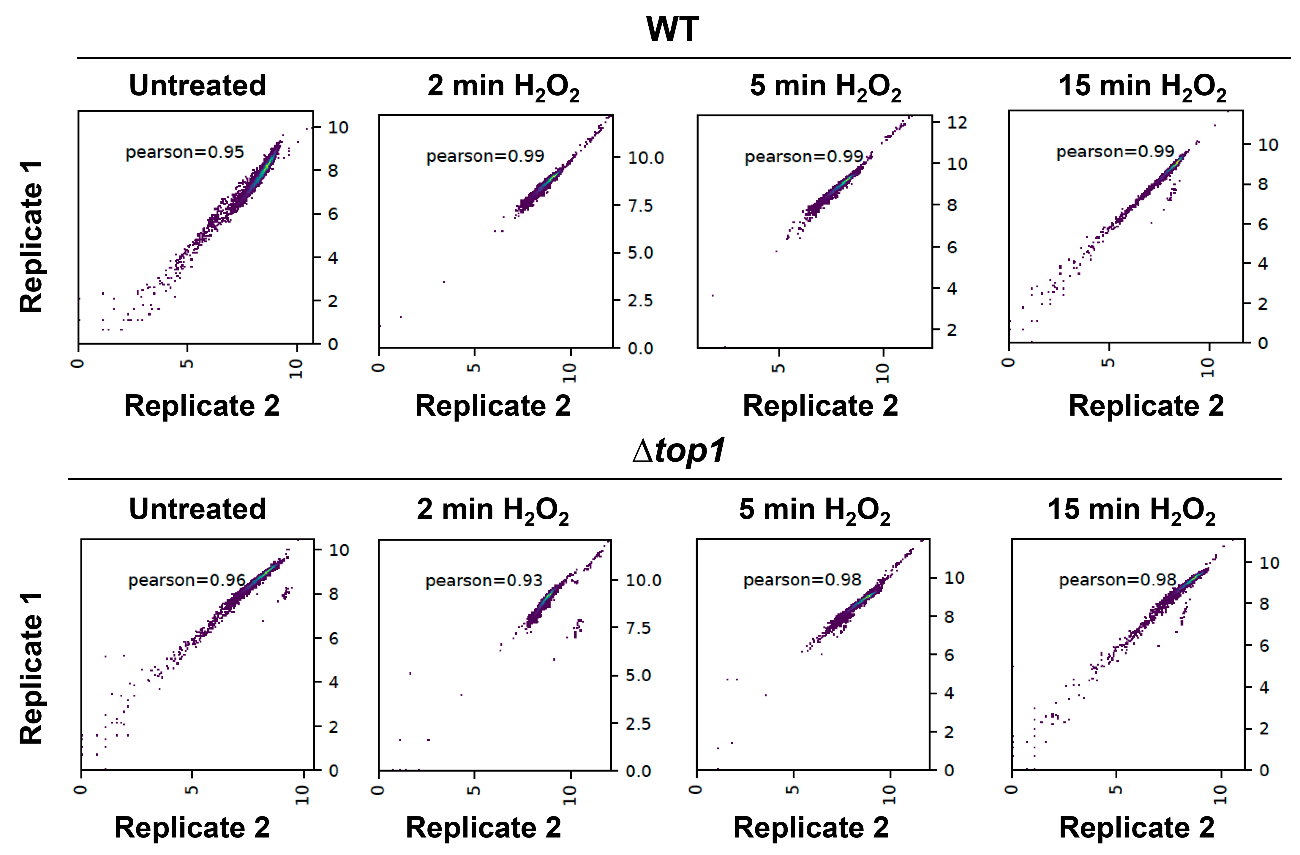
**

**Supplementary Figure S3**. Pairwise scatter plots with correlation coefficients for MNase-seq replicates. Pairwise scatter plots based on genome read coverages (in bins of 1000 bps). Each dot represents the coverage, in natural log scale, for each one of the bins. Axis represents the coverage in each of the replicates. Plots include the Pearson correlation coefficients for each comparison. Read coverages as well correlations were calculated using the bioinformatics deepTools suite.

**
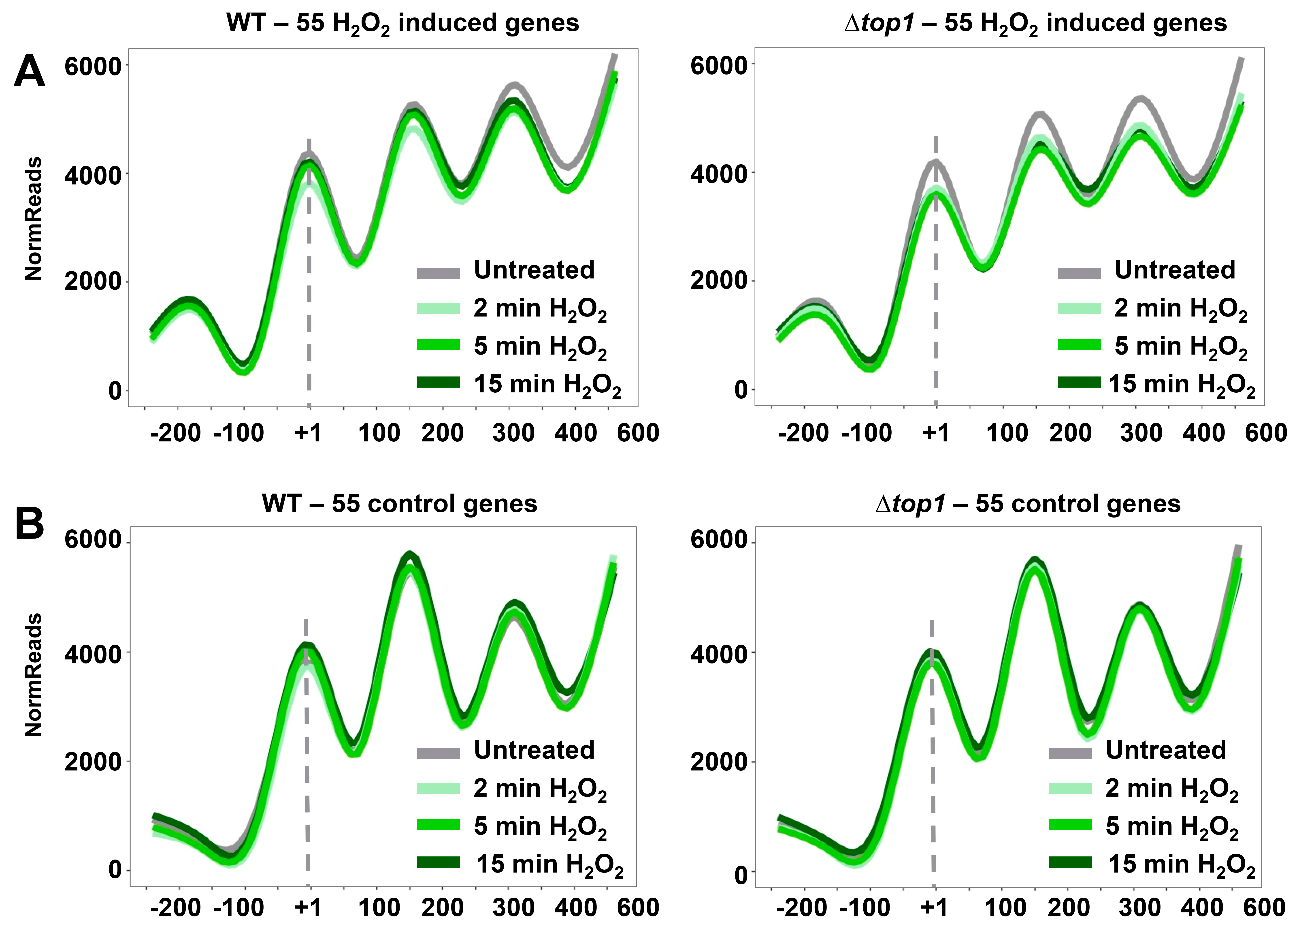
**

**Supplementary Figure S4.**  Nucleosome occupancy of highly expressed and unaffected H_2_O_2_ genes. (**A**) Line plots comparing nucleosome occupancy in a wild-type (left panel) and Δ*top1* (right panel). Each line represents the average of normalized reads of 55 stress induced genes, all of them included in the 55 genes of Figure 3E, in untreated conditions and after 2, 5 and 15 minutes of H_2_O_2_ treatment. Nucleosomes were aligned at their +1 nucleosome (the first one after the TSS). (B) Nucleosome occupancy of 55 control genes. Line plots comparing the nucleosome position of 55 control genes in a wild-type (left panel) and Δ*top1* (right panel) strains. Control genes did not present expression changes upon H_2_O_2_ treatment based on the transcriptomic analysis (Figure 1A). Nucleosomes were aligned at their +1 nucleosome (the first one after TSS).

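All 55 genes of Supplementary Table S7 were tested. The largest response in wild-type was that of *mmf2* (log2 -0.40; adjusted p = 0.180 over all genes tested and 0.459 over the 55, limma), and in Δ*top1* that of *mcb1* (log2 0.34; adjusted p = 0.0461 over all genes and 0.341 over the 55). None changed 2-fold in either strain. At an adjusted p under 0.1 over all genes, 8 changed in wild-type and 8 in Δ*top1*, and over the 55 alone 0 genes did, where 2 and 6 had an unadjusted p under 0.05. The replicate block gave 13 and 11 over all genes. The median response was 0.01 in wild-type and 0.04 in Δ*top1*. With each library rescaled to the same total, which moved the median of all genes tested to -0.37 in wild-type, *mmf2* was at -0.77 (adjusted p = 0.0367, limma). At an adjusted p under 0.1 over all genes (limma), 40 of the 55 then changed in wild-type and 21 in Δ*top1*, and over the 55 alone 40 and 12, with a median response of -0.36 and -0.16. *mmf2* and *mcb1* were named after their values were seen.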

**
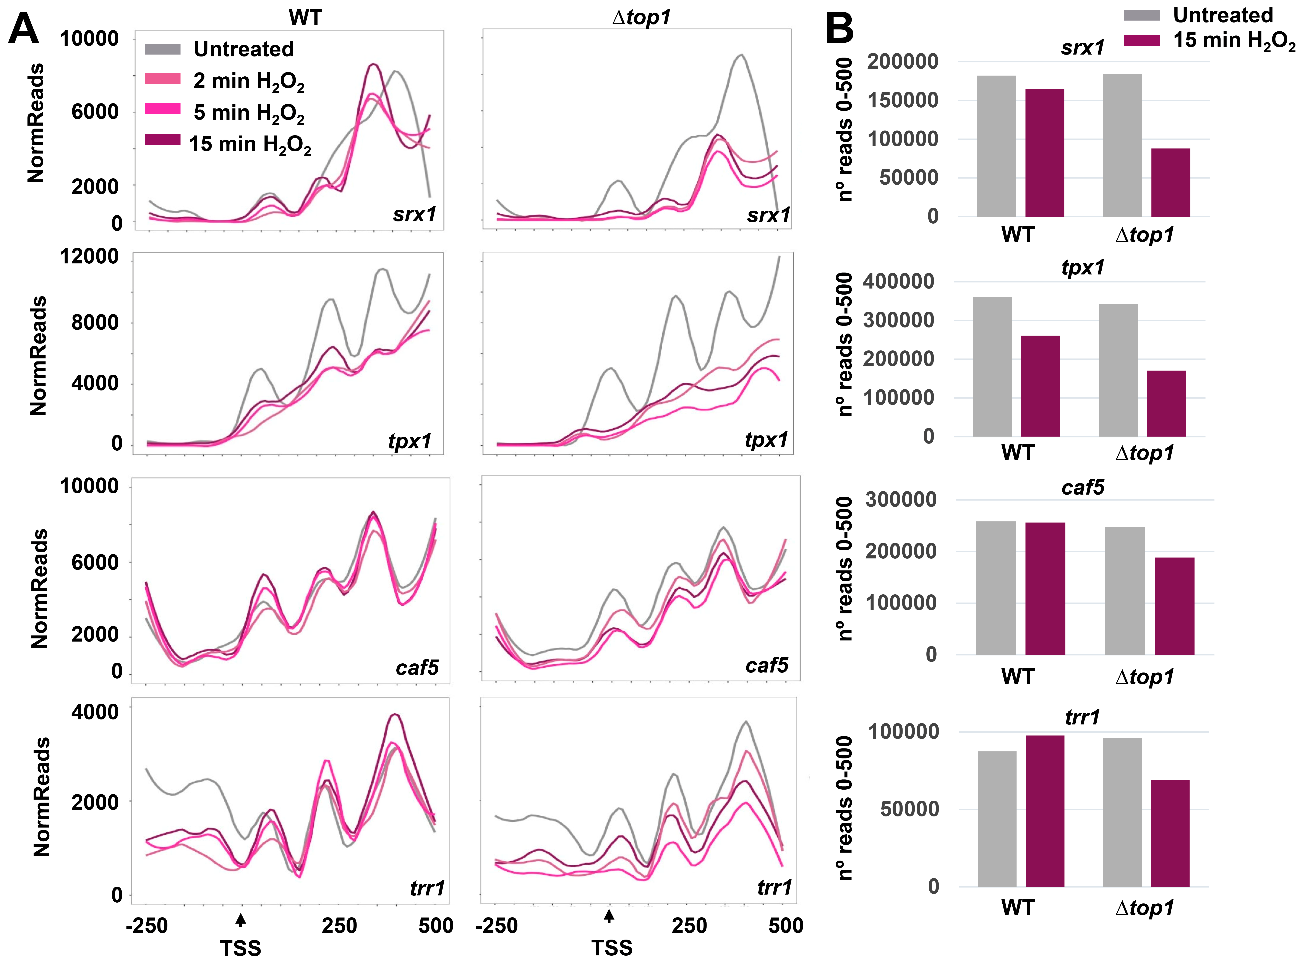
**

**Supplementary Figure S5.** Nucleosome occupancy of individual representative stress genes. (**A**) Line plots represent normalized reads of *srx1*, *tpx1*, *caf5* and *trr1* genes from -250 to +500 bp relative to the TSS in a wild-type strain (left panels) and Δ*top1* (right panels) strains. (**B**) Barplots comparing the total number of reads from TSS to +500 pb in wild-type and Δ*top1* in untreated (grey bar) *versus* 15 minutes after H_2_O_2_ treatment (magenta).

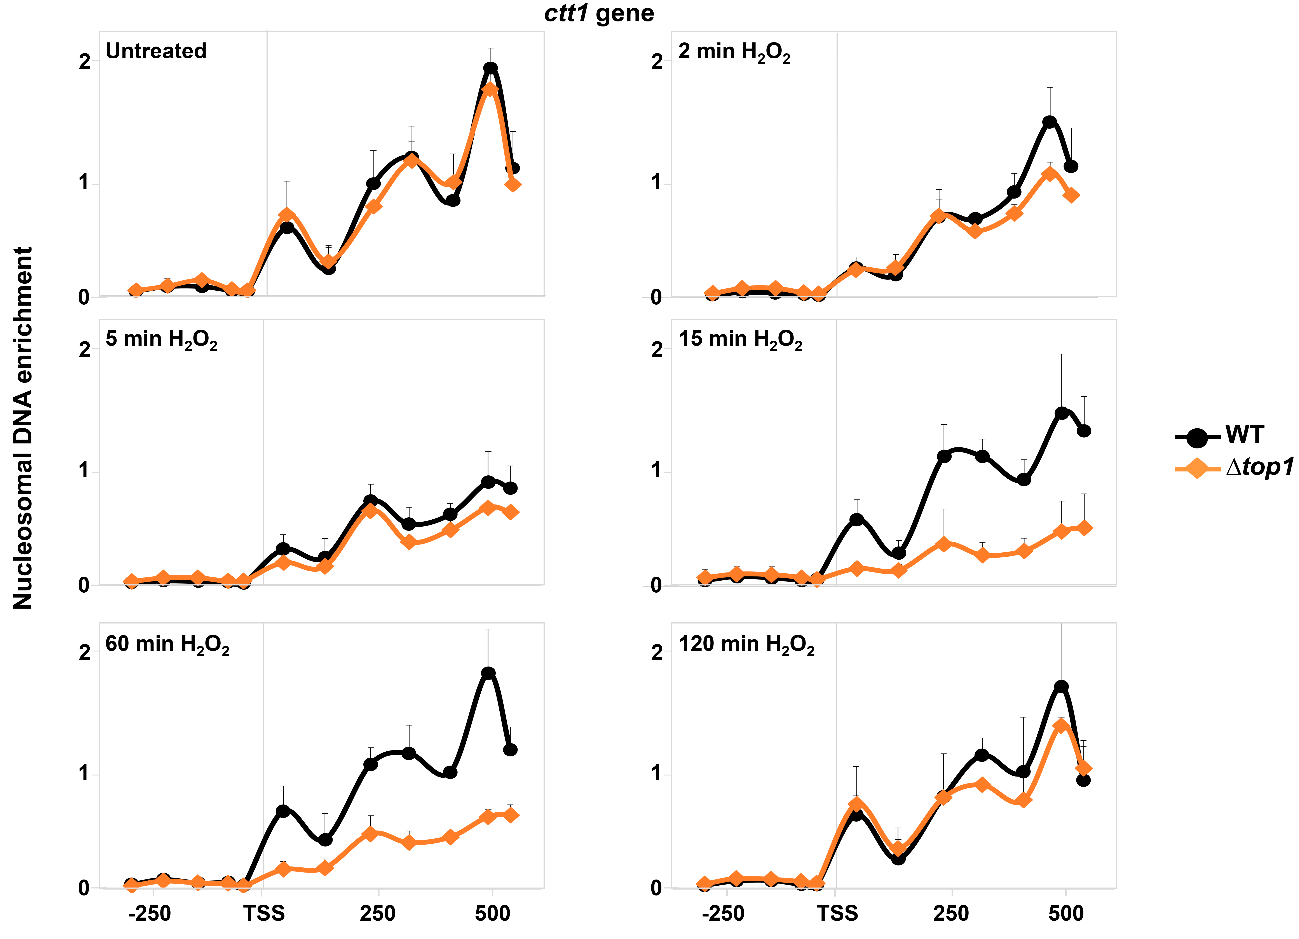

**Supplementary Figure S6.** Nucleosome scanning analysis of *ctt1* gene of wild-type vs. Δ*top1*, long times. Nucleosome scanning performed as in Figure 7A-B with the strains 972 (WT) and RF14 (Δ*top1*) before and after peroxide treatment (2, 5, 15, 60 and 120 minutes). Lines represent average of biological triplicates with error bars (SD) for wild-type (in black, circles) and Δ*top1* (in orange, diamonds) strains.

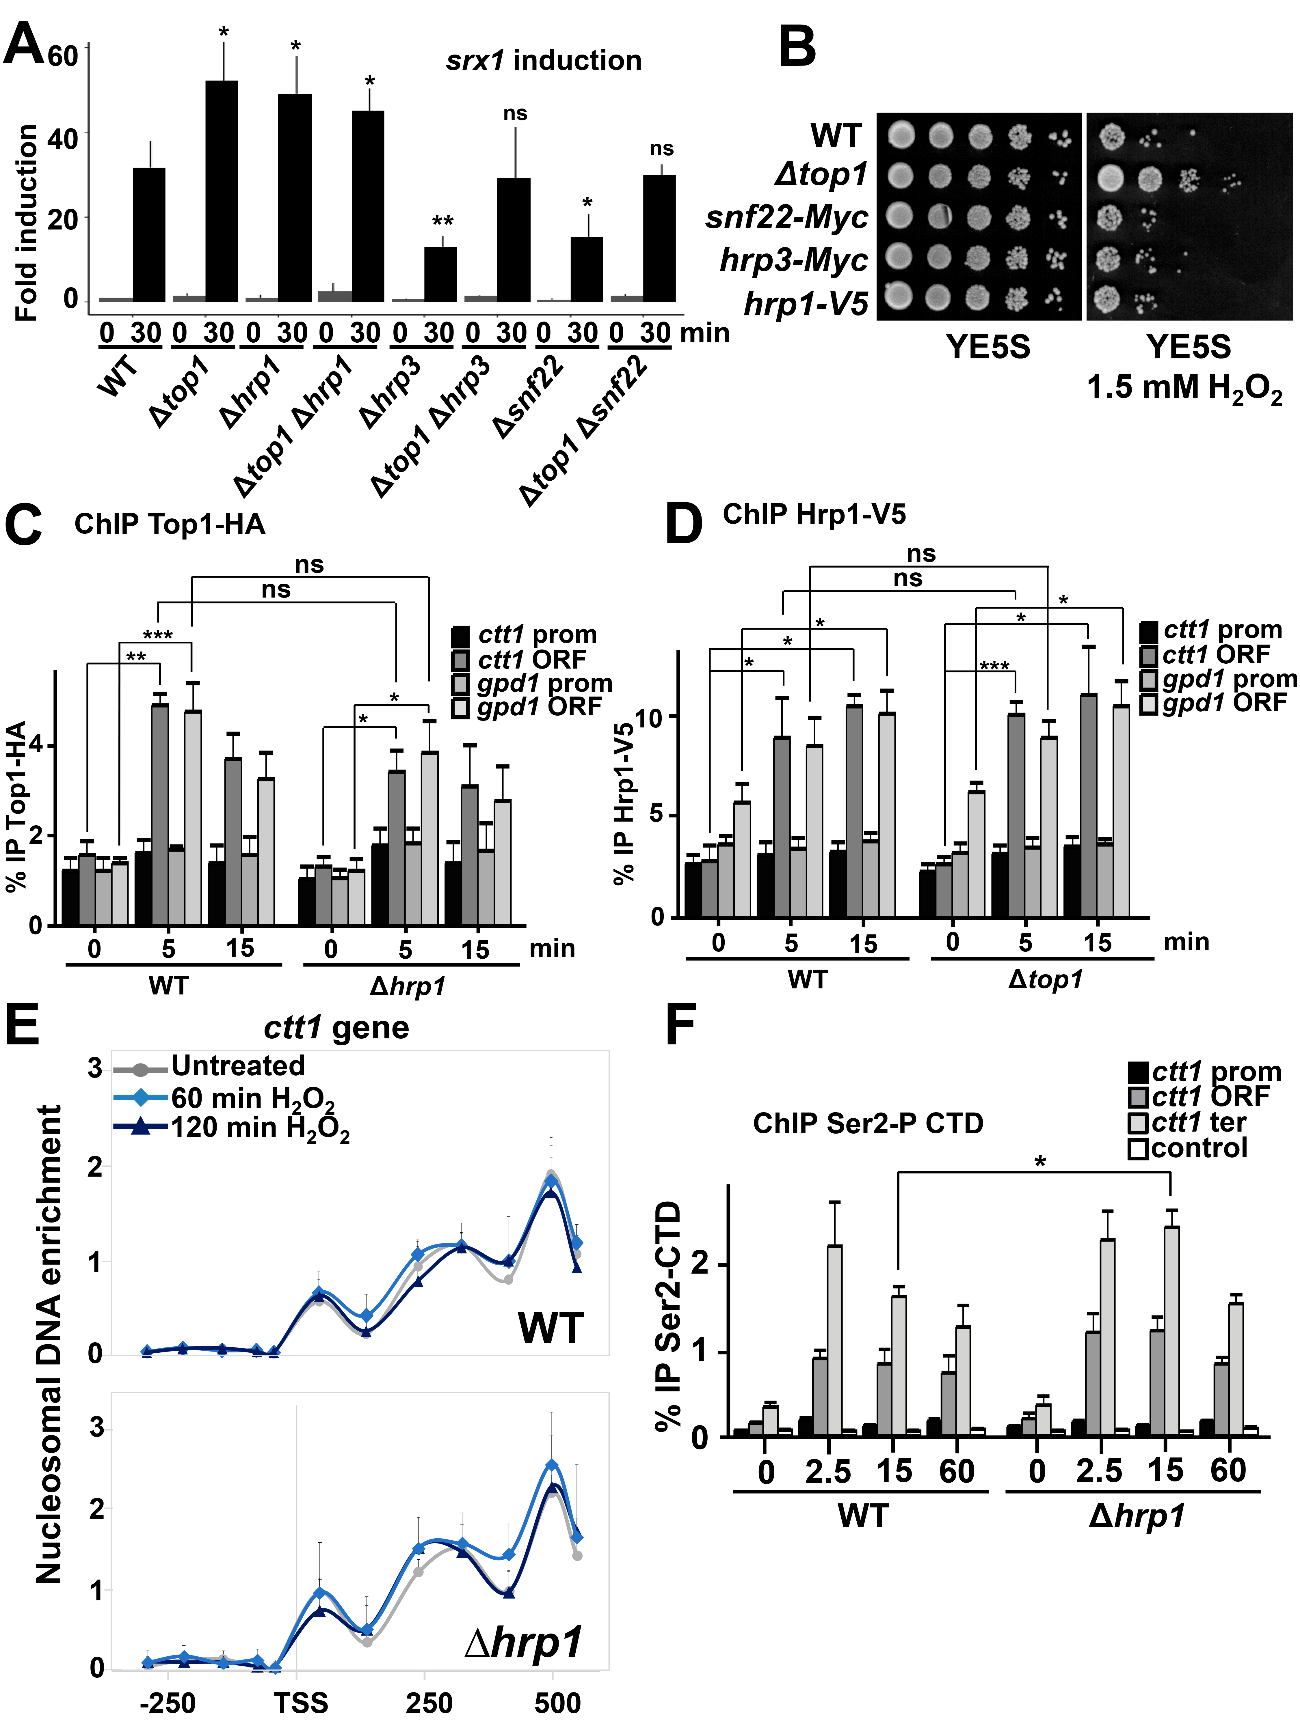

**Supplementary Figure S7.** Characterization of the role of the chromatin remodelers Hrp3, Snf22 and Hrp1 at stress genes. (**A**) Expression of *srx1* was analyzed by quantitative PCR in the indicated strains as explained in Figure 6C. (**B**) Experiments were performed as in Figure 1A using the strains 972 (WT), RF14 (*Δtop1*), JA2653 (*snf22-myc*), JA2777 (*hrp3-myc*) and RB175 (*hrp1-V5*). (**C**) Top1-HA recruitment to stress genes in the presence or absence of Hrp1. ChIP experiments as in Figure 1D using anti-HA antibodies were performed from cultures of strains RF92 (*top1-HA*) and RF100 (*Δhrp1 top1-HA*), using primers covering promoter or ORF regions of *ctt1* and *gpd1*. Primers of a *mtDNA* region were used as control. Bars represent the mean value after normalization to control primers (*mtDNA)* in each replicate, and SD calculated from biological triplicates. Significant differences were determined by a two-sided t-test (*p<0.05, **p<0.01, ***p<0.001, ns, non-significant). (**D**) Hrp1 recruitment to stress genes in the presence or absence of Top1. ChIP experiments were performed as in Figure 1D from strains RB175 (*hrp1-V5*) and RB176 (*Δtop1 hrp1-V5*) using anti-V5 antibody. Bars represent the mean value after normalization to control primers (*mtDNA)* in each replicate, and SD calculated from three biological replicates. Significant differences were determined by a two-sided t-test (*p<0.05, ***p<0.001, ns, non-significant). (**E**) Nucleosome scanning of the *ctt1* gene after long H_2_O_2_ treatments. Nucleosome scanning performed as in Figure 7A-B using 972 (WT) and IV69 (Δ*hrp1*). Lines represent average of biological triplicates with error bars (SD) for untreated conditions (in grey, circles), 60 min (blue, diamonds) and 120 min (dark blue, triangles) of 1 mM H_2_O_2_ stress. (**F**) Recruitment of Pol II phosphorylated at Ser2 of its CTD. ChIP experiments as in Figure 1D using anti-Ser2-P antibodies were performed from cultures of strains 972 (WT) and IV69 (Δ*hrp1*), using primers covering promoter, ORF or terminator regions of *ctt1* gene. Primers of a *mtDNA* region were used as control. Each column represents the mean value and SD, calculated from three biological replicates. Significant differences were determined by a two-sided t-test (*p<0.05).

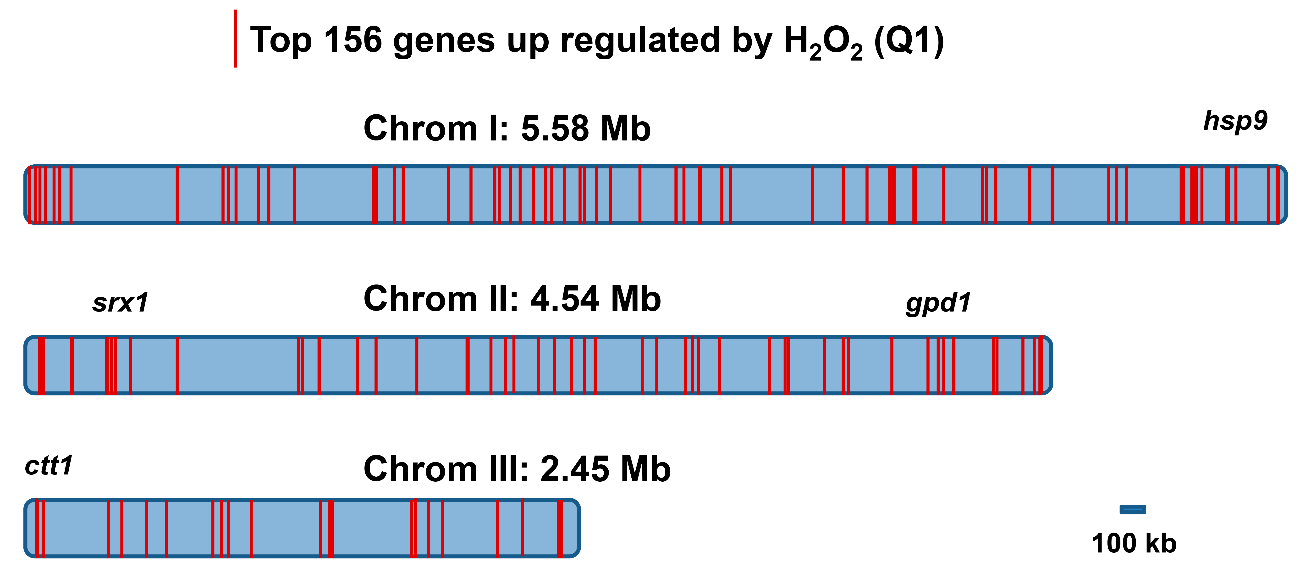

**Supplementary Figure S8.**  Relative chromosomal location of H_2_O_2_ induced genes. Position of the 156 most expressed genes after H_2_O_2_ treatment within the 1-3 *S. pombe* chromosomes. Blue lines represent each of the three *S. pombe* chromosomes and red lines indicate the position of each of the up-regulated genes.

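In ASM294v3 chromosome I is 5579133 bp long, chromosome II 4539804 bp and chromosome III 2452883 bp. The reference sequence of chromosome III thus places *ctt1* inside the outer 100 kb that the paper calls subtelomeric, and *srx1* and *hsp9* outside it on the other chromosomes. Among the other stress genes, *gpd1* lies on chromosome II from 4035566 to 4037342, *tpx1* on chromosome III from 2084942 to 2085719 and *trr1* on chromosome II from 4189799 to 4191448, all more than 100 kb from an end.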

**Table S1.** Strains used in this study

| Strain | Genotype | Origin |
| --- | --- | --- |
| 972 | *h^-^* | ([1](#_ENREF_1)) |
| RF14 | *h^-^ top1::kanMX6* | This work |
| CS38 | *h- atf1-HA::natMX6* | ([2](#_ENREF_2)) |
| RF76 | *h^?^ atf1-HA::natMX6 top1::kanMX6* | This work |
| MS98 | *h^-^ atf1::natMX6* | Lab stock |
| RF52 | *h^?^ atf1::natMX6 top1::kanMX6* | This work |
| RF92 | *h^-^ top1-HA::natMX6* | This work |
| IV69 | *h^-^ hrp1::kanMX6* | This work |
| IV83 | *h^+^ hrp3::natMX6* | This work |
| IV84 | *h^+^ snf22::natMX6* | This work |
| RF99 | *h^?^ hrp1::kanMX6 top1::natMX6* | This work |
| RF117 | *h^?^ hrp3::natMX6 top1::kanMX6* | This work |
| RF118 | *h^?^ snf22::natMX6 top1::kanMX6* | This work |
| RF56 | *h^-^  top1::ura4* | This work |
| RF119 | *h^?^ top1::natMX6 tdp1::kanMX6* | This work |
| RF120 | *h^?^ tdp1::kanMX6* | This work |
| JF5 | *h^-^ rpb3-HA::natMX6* | ([2](#_ENREF_2)) |
| RF96 | *h^?^ top1::kanMX6 rpb3-HA::natMX6* | This work |
| MV118 | *h^-^ top1.Y773F* | This work |
| RB174  RB176 | *h^?^ top1.Y773F-HA::kanMX6*  *h^-^ top1::natMX6 hrp1-V5::kanMX6* | This work  This work |
| EP198 | *h^+^ ctt1::natMX6* | This work |
| RF120 | *h? top1::natMX6 tdp1::kanMX6* | This work |
| JA2653 | *h^-^ snf22-myc::kanMX6* | ([3](#_ENREF_3)) |
| JA2777 | *h^+^ hrp3-myc::kanMX6* | This work |
| RB175 | *h^-^ hrp1-V5::kanMX6* | This work |
| RF100 | *h? hrp1::kanMX6 top1-HA::natMX6* | This work |
| MV117 | *h^?^ ctt1::natMX6 top1::kanMX6* | This work |
| PG102 | *h+ ctt1-GFP::natMX6* | ([4](#_ENREF_4)) |
| MV119 | *h^?^ ctt1-GFP::natMX6 top1::kanMX6* | This work |

**REFERENCES**

1. Leupold, U. (1970) Genetical methods for *Schizosaccharomyces pombe*. *Methods Cell Physiol.*, **4**, 169-177.

2. Salat-Canela, C., Paulo, E., Sanchez-Mir, L., Carmona, M., Ayte, J., Oliva, B. and Hidalgo, E. (2017) Deciphering the role of the signal- and Sty1 kinase-dependent phosphorylation of the stress-responsive transcription factor Atf1 on gene activation. *J Biol Chem*, **292**, 13635-13644.

3. Gonzalez-Medina, A., Pazo, E., Hidalgo, E. and Ayte, J. (2021) SWI/SNF and RSC remodeler complexes bind to MBF-dependent genes. *Cell Cycle*, **20**, 2652-2661.

4. Garcia, P., Encinar Del Dedo, J., Ayte, J. and Hidalgo, E. (2016) Genome-wide Screening of Regulators of Catalase Expression: ROLE OF A TRANSCRIPTION COMPLEX AND HISTONE AND tRNA MODIFICATION COMPLEXES ON ADAPTATION TO STRESS. *J Biol Chem*, **291**, 790-799.

How the deposited data were processed for this re-analysis (not part of the article)

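RNA of wild-type and Δ*top1* (RF14) cells of *S. pombe*, untreated or treated for 30 min with 1 mM H_2_O_2_, was sequenced by the authors as single reads of 50 bases from poly(A)-selected, stranded libraries, with 2 biological replicates in each of the 4 groups. The authors checked read quality with FastQC 0.11.9, estimated the reads per transcript with Salmon 1.2.1 on the ASM294v2 transcriptome and imported them into DESeq2 1.24.0. The authors deposited the resulting signal as normalized counts, the reads of a gene divided by a size factor of its library, with each replicate kept apart. How the estimates of transcripts were joined to genes, and how reads shared by similar genes were assigned, is not named in the paper's text. Every sample has its own column, and no column of per-sample values was left unused.

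Within a library the deposited values were whole multiples of the smallest step, so the number of reads behind each value was recovered. The value of 1 read was between 0.815 and 1.24 normalized counts. In each library 5164 of 5165 values (99.98%) came out whole, taking a tolerance of 0.01 reads. The reads on genes ranged from 16090015 to 19899720 per library. At this depth 3 reads, the smallest number taken as a signal, are worth a few normalized counts. For the named genes with no read in a group, folds were computed against that floor. Folds against a group with a few reads are otherwise the fitted values. Such floors cover counting error only.

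The deposited normalized counts were used with a pseudocount of 1 on the log2 scale. Genes with a mean of at least 10 normalized counts over the 8 libraries were tested, 5019 in all. The test was that of limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups, moderated variances with a trend on the mean, and Benjamini-Hochberg adjustment over the genes tested, two-sided. Comparisons were H_2_O_2_ against untreated cells in each strain, Δ*top1* against wild-type cells in each condition, and the interaction of strain and treatment. Genes were called at an adjusted p under 0.1 with at least a 2-fold change, or a 1.5-fold change between the treated strains, and the interaction was called on its adjusted p alone. Genes higher between the treated strains were counted among those induced in wild-type, leaving out genes at least 1.5-fold higher in untreated Δ*top1* cells. Shares were compared with Fisher's exact test, two-sided, against the genes that could have passed every criterion, and gene sets with limma's camera, with Benjamini-Hochberg adjustment over the 3 gene sets. Fisher's exact test and camera ran across genes, which are not independent replicates.

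The reference used here was ASM294v3, while the authors' transcriptome was ASM294v2. No coordinates were carried from one build to the other. Gene identifiers were matched by name, 5129 of 5165 of them, and the 36 without a match were left out of results on position. Genes within 100 kb of the end of a chromosome were taken as subtelomeric. For each gene, the share of its 31-base words found in another gene was computed as a measure of reads that the counting could split.

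Libraries were paired by the replicate numbers in their labels, and each comparison was also fitted with the replicate number as a block. The pairing was checked with the correlation across genes of the deviations of same-numbered libraries from their group means. These were 0.233 between the wild-type groups, 0.406 between the Δ*top1* groups, 0.617 between the untreated groups, 0.369 between the treated groups, 0.297 between untreated wild-type and treated Δ*top1*, and 0.066 between treated wild-type and untreated Δ*top1*.

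The mapping of the libraries, the tests, the thresholds and most alternatives were set before the data were examined. These alternatives were other pseudocounts (0.5 and 5), no count minimum or one of 50, rescaling to the same total or upper quartile, quantile normalization, limma without the trend, the replicate block, an adjusted p under 0.05, the quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, only the 2 compared groups in the fit, the fold change alone, limma's treat against the fold threshold, and each library left out in turn. On the recovered reads edgeR called 593 genes up with H_2_O_2_ in wild-type and DESeq2 629. A correction for GC content and transcript length, alone and with the block, and the block for the subtelomeric and control-gene results were chosen after seeing the data.

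Genes named are *top1*, those the paper names around these results, and, for each of 4 comparisons (up with H_2_O_2_ in wild-type, higher or lower in untreated Δ*top1*, and induced genes higher in treated Δ*top1*), the 5 genes with the largest log2 fold change past the thresholds whose replicates did not overlap between the groups. Where another gene is named, the text says that it was chosen after its values were seen.

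The fits were tested on simulated data with 5018 genes, the real means and library sizes, a dispersion of 0.02, a shift shared by replicates of the same number (SD 0.2 on the log2 scale) and sets of 200 changed genes. Every changed gene was given a change of at least 2-fold, and calls used the adjusted p alone. The shares recovered thus do not describe smaller changes, which the 1.5-fold and interaction calls also take in. All shares come from a single draw. The limma fit recovered 88.5% of the genes changed in wild-type and 95.7% of those changed in Δ*top1*, 87.9% of those that differed between the treated strains and 61.8% of those with an interaction, with 7.81%, 2.80%, 2.78% and 6.11% of its calls false. It called 0 genes in the untreated comparison, where none was changed. With the replicate block it recovered 94.0%, 96.5%, 92.0% and 78.9%, with 12.6%, 7.45%, 9.41% and 13.3% of the calls false, which for the first and the last is above the 10% the threshold aims at. The false share was also above that for the same comparisons with DESeq2, at 11.4% and 12.4%.

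Scripts in Python 3.11.15 used pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Northern blots, chromatin immunoprecipitation and nucleosome sequencing were not analysed here.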

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

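The tests of the scaling of the libraries, of library differences shared by replicates and of the selection by wild-type values were chosen only after the result they bear on was seen.

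The response to H_2_O_2_ differed between the strains for a set of genes, by the interaction of strain and treatment, which the paper does not report. It gave 107 genes with a higher and 92 with a lower response in Δ*top1* cells (limma, adjusted p under 0.1). Among the genes the paper names, the interaction log2 was 1.75 for *ctt1* (adjusted p = 0.013), 0.94 for *srx1* (0.0751), 1.80 for *trr1* (0.0314) and 2.54 for *caf5* (0.0543), all from limma with Benjamini-Hochberg adjustment. For each of these 4 genes both treated Δ*top1* replicates lay above both treated wild-type replicates. An unadjusted p under 0.05 was reached by 992 genes. The fit with the replicate block gave 431 and 448 genes, among them all 107 and all 92 of the fit without it. The rise in the number of calls could come from library differences shared by replicates of the same number, which the block removes. The deviations of same-numbered libraries correlated positively in all 6 pairs of groups, with a lowest value of 0.066, and this explanation remains. A dependence on GC content and transcript length was tested with a correction without the block, which gave 271 calls in place of 199, while the block with the correction gave 933 and the block alone 879. On a single draw of simulated data with changes of at least 2-fold, the block found more true interactions (78.9% against 61.8%). It also found more false ones (13.3% against 6.11% of the calls). The number of genes whose response differs can thus not be fixed from these libraries. With 1 strain per genotype in these libraries, no biological explanation of the set as a whole can be told apart from other differences between the strains. The paper reports the same trend in other strains without active Top1, for *ctt1* and *hsp9* by northern blot and for *ctt1* and *srx1* by quantitative PCR.

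A signal in genes the paper does not discuss was that of genes going the other way. Among the genes induced in wild-type, 60 were at least 1.5-fold lower in treated Δ*top1* cells (limma, adjusted p under 0.1), beside the 54 that were higher before any was left out. The balance moved with the scaling: the higher genes made up 47.4% of both sets together, 65.6% with each library rescaled to the same total, 58.0% with the same upper quartile and 60.7% with quantile normalization. The number of lower genes was 31, 37 and 42 under these scalings, so the lowest was 31, and 31, 37 and 36 of these were among the 60. The induced genes themselves fell to 403, 443 and 538, which kept 38, 40 and 48 of the 60. It was 70 with the replicate block, 67 with DESeq2, which shared 56 of them, 62 with edgeR, 52 with limma without the trend and 48 at an adjusted p under 0.05, and limma's treat, which asks for a change beyond the fold threshold, left 9 among the 389 genes it called up in wild-type. After the correction for GC content and transcript length, chosen after seeing the data, it was again 60, of which 50 were the same genes. Of the lower genes, 5 share more than 10% of their 31-base words with another gene. A strain difference present without stress was tested with their untreated log2 ratio, whose median was -0.11, between the values that would have spoken for and against it, so the lower genes as a set cannot be told apart from such a difference. Of these genes 4 were also lower in untreated Δ*top1* cells, and 56 were left without them, a count chosen after seeing the data. The interaction was past the threshold in the same direction for 20 of the lower genes, and for 33 with the replicate block, and for these a difference of the same size without stress leaves the lower value unexplained. Choosing genes by a high treated wild-type value also favours lower ratios. With induction taken from 1 wild-type replicate and the ratio from the other, by the fold change alone, 69 and 69 genes were lower, against 122 and 63 with the same replicate for both, or 74.6% in all, between the values that would have spoken for and against this selection. With the replicates apart 72 and 73 genes were higher. The lower genes cannot be told apart from this selection either, and no biological explanation is offered.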

How the results depend on the processing

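The causes of the changes listed here were not tested, except where a value is given for one.

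Of 208 values of the main results under an alternative that keeps all libraries, 170 kept their direction and their side of the threshold, or stayed within 1.5 times the count. The number of genes up in both strains was among them under each alternative that keeps all libraries, from 337 to 505 genes, as was each share of subtelomeric genes up with H_2_O_2_ in a strain against the other genes.

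With each library rescaled to the same total, the median response of all genes tested moved to -0.37 in wild-type and -0.20 in Δ*top1*, so fewer genes rose and more fell: 403 rose and 1062 fell in wild-type, where the rising genes made up 27.5% of the calls in place of 51.9%, and 39.7% in place of 53.8% in Δ*top1*. With the same upper quartile the medians were -0.29 and -0.24, 943 genes fell in wild-type, and the rising genes made up 32.0% and 37.4%. Between the treated strains, the higher genes made up 81.0% of all calls with the same total, against 51.8%, and in the interaction 80.9%, against 53.8%, with medians of all genes at 0.16 and 0.18. The interaction then gave 228 higher and 54 lower genes, and 68 higher genes with quantile normalization.

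Limma's treat, which asks for a change beyond the fold threshold, left 389 genes up and 257 down in wild-type, 413 and 271 in Δ*top1*, 6 lower genes in untreated Δ*top1* and 6 induced genes higher in treated Δ*top1*. The genes it left were all among those called without it. In untreated cells 14 genes were higher with the replicate block, 14 with the block and the correction for GC content and transcript length, 16 with DESeq2 and 31 by the fold change alone, which gave 21 lower genes. All 9 higher genes were shared with each of these settings.

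The interaction moved most. The replicate block gave 431 higher and 448 lower genes, and with the GC content and transcript length correction, chosen after seeing the data, 425 and 508. That correction alone gave 146 lower genes, DESeq2 gave 221, limma without the trend 43, and an adjusted p under 0.05 left 30 higher and 15 lower genes, and limma's treat 9 and 1.

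The share of the higher genes in Q1 was 36.7% (Fisher's exact test, p = 0.0379), and its p ranged from 3.5e-15 to 0.17 over the alternatives. The excess was no longer past p = 0.05 by Fisher's exact test with a pseudocount of 5 (35.3%) or with the GC content and transcript length correction (36.2%, chosen after seeing the data). It reversed, to 16.3%, in the top quartile of the expression level in treated wild-type, where it was not past p = 0.05 by Fisher's exact test (p = 0.17). The lowest quartile of that level, which was not tested, held 57.1%. The median treated log2 ratio of the induced genes, -0.014, was above 0 with the same total (0.15), the same upper quartile (0.034), quantile normalization (0.053), the genes of Supplementary Table S4 (0.057) and the genes induced in Δ*top1* (0.11). The first 2 of these shifts are close to those of all genes, 0.16 and 0.042.

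Counting only the ends of chromosomes I and II, 8.33% of the genes lower in untreated Δ*top1* were subtelomeric, and the excess was no longer past p = 0.05 by Fisher's exact test. Among genes up in 1 strain only, the subtelomeric share in Δ*top1* was 15.7% with DESeq2 and 13.4% with the replicate block, the latter chosen after seeing the data, and its difference from wild-type was then past p = 0.05 by Fisher's exact test. The largest response of the control genes was -0.77 with the same total, where 40 of the 55 passed an adjusted p of 0.1 (limma) and their median was -0.36, close to that of all genes.

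Of 356 values of named genes under the alternatives that keep all libraries, 340 kept their direction and their side of the threshold, 8 became stronger and 4 weaker. With the same total 4 reversed, each from near 0 and by about the shift that this scaling gives all genes, and none past the threshold there: *top1* with H_2_O_2_ in wild-type (-0.24), *atf1* between the treated strains (0.10), *snf22* in the interaction (0.15) and *act1* with H_2_O_2_ in Δ*top1* (-0.016).

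Each library was also left out in turn, which leaves a group with 1 library and so a fold change without a test. The genes past 2-fold in untreated Δ*top1* cells then numbered from 32 to 45 higher and from 27 to 34 lower, and the interaction gave from 225 to 341 higher and from 210 to 377 lower genes past 1.5-fold. The genes up with H_2_O_2_ in both strains numbered from 495 to 522. Of the 57 differences of named genes past the threshold, 0 changed sign, and of the 32 others 11 did. Of 412 values of named genes with a library left out, 82 moved by more than the spread between replicates.

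The depth limits the genes with few reads: SPAC750.06c and SPAC750.05c had no read in wild-type, and SPAC186.02c none in untreated Δ*top1*. Their folds are lower bounds for counting error only. SPAC750.06c and SPAC750.05c share most of their words with other genes, so their reads could have been assigned to copies, which these bounds do not cover. SPAC186.04c had 1 and 4 reads in the untreated wild-type libraries, and its log2 ratio of 5.00 is a fitted value without a floor.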

Differences from the paper's values

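The paper reports 16 genes higher by more than 2-fold in untreated Δ*top1* cells, and 9 were found here. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave 16, the replicate block 14, rescaling to the same total 12 and to the same upper quartile 11, all within 1.5 times the paper's value. The others did not come within it: the pseudocounts of 0.5 and 5, the other count minimums, quantile normalization, limma without the trend, an adjusted p under 0.05, edgeR, the fit of 2 groups and limma's treat gave between 6 and 10 genes, the fold change alone 31, and leaving out a library between 32 and 45. The correction for GC content and transcript length with the replicate block, chosen after seeing the values, gave 14.

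Of those genes the paper places 13 in subtelomeres, and 7 were subtelomeric here. DESeq2 on the recovered reads gave 13. Counting 50 kb from an end gave 6 and the ends of chromosomes I and II alone 7. The replicate block, chosen for this share after seeing the values, gave 11.

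The number of subtelomeric genes down with H_2_O_2_ in Δ*top1* cells is about 25 in Fig. 3B, read by eye, and was 15 here. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 14, the ends of chromosomes I and II alone 10, and 50 kb from an end 3.

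Among the values within 1.5 times the paper's, DESeq2 also gave the paper's number of genes lower in untreated Δ*top1* cells (13), of subtelomeric ones among them (12) and of subtelomeric genes up with H_2_O_2_ in wild-type (49), and testing all genes with any value above 0 gave its number of genes up in wild-type (627). Equal numbers do not show that the genes are the same.

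The paper states that *hsp9* is over-induced in cells lacking Top1. Its evidence is northern blots, with the same trend in the *top1::ura4* strain, which were not analysed here. In the RNA sequencing *hsp9* was 1.45-fold higher in treated Δ*top1* cells, the same direction but under the 1.5-fold threshold. Its interaction was not past the threshold (log2 0.28, adjusted p = 0.592, limma with Benjamini-Hochberg adjustment). Of the 57 genes the paper lists as higher in treated Δ*top1* cells, 11 were not called here. DESeq2 called 53 of the 57. The paper describes a similar share of subtelomeric genes among those up in both strains. Here the comparison of genes up in 1 strain only was not past p = 0.05 (Fisher's exact test, p = 0.0745), but was with DESeq2 (p = 0.00772) and with the replicate block (p = 0.0260), the latter chosen after seeing the values. The paper describes control genes as unchanged with H_2_O_2_. None changed 2-fold here, and 8 were past an adjusted p of 0.1 over all genes in each strain (limma).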

Other observations

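The tests of shared reads and of the distance to any end on chromosome III, the tests on chromosome I, the test of wild-type RNA and the test of a wider spread in Q1 were chosen only after the result they bear on was seen.

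In untreated Δ*top1* cells the genes toward the ends of chromosome III went the other way from those toward the other ends, which the paper does not report. All 21 genes tested within 50 kb of an end of chromosome III had a log2 ratio to wild-type below 0, with a median of -1.03, and the medians were -2.97 for the 7 genes at the left end and -0.39 for the 14 at the right end. Within 50 kb of the ends of chromosomes I and II the median was 0.58. With H_2_O_2_ the chromosome III medians were -2.28 and -0.42. Of 10000 random pairs of runs of as many neighbouring genes none had a median as low (permutation of positions, p = 0.0001, the smallest that these draws can give). These ends were picked for their low values, so the draw restates the pattern and does not count against position by chance. Reads shared between similar genes were tested with the 13 end genes of chromosome III that have no shared 31-base words. Their median was -0.33, smaller in size than that of all end genes but still below 0. The correction for GC content and transcript length, chosen after seeing the data, moved the untreated ratio of each gene tested by between -0.29 and 0.11 and left the median of the end genes at -1.07. Across genes, the Spearman correlation of the untreated ratio with transcript length fell with it from 0.32 to 0.09. That with GC content went from 0.19 to -0.02. The correction moved the 21 end genes of chromosome III by between -0.06 and 0.06. A dependence this small argues against GC content and transcript length for these genes as a set. The median of 0.577 at the ends of chromosomes I and II is part of the pattern itself, so it is no separate test of the distance to any chromosome end. The ratio rose with the distance from the end across genes (Spearman's rho 0.679 at the left and 0.886 at the right end), and genes are not independent replicates. With a single strain per genotype, a difference between the strains other than *top1* could not be tested there and is not ruled out. The pattern cannot be told apart from such a difference or from chance in the choice of these ends, and no biological explanation is offered. *ctt1* lies 56653 bp from the left end of chromosome III and was itself at -0.46 in untreated cells (adjusted p = 0.606, limma with Benjamini-Hochberg adjustment, between 0.0999 and 0.607 over its alternatives).

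Near the right end of chromosome I, 6 genes were higher in untreated Δ*top1* cells, and the median of the 11 genes tested within 50 kb was 4.71. The wild-type strain could lack this segment. Against a loss of the whole segment, 4 of the 7 genes there without shared words had more than 3 reads in some wild-type library, but these 4 lie 36102 bp or more from the end. The other 3 lie farther out and had at most 2 reads in any wild-type library, so a loss of the outer part of the segment in wild-type remains open, and these genes were picked by their few reads. Reads shared between similar genes remain open for the 3 of the 6 higher genes that share more than 10% of their words. They leave the other 3 unexplained, which share none and were at log2 5.00, 5.03 and 4.71. The first and last of these are fitted values against at most 4 reads in each untreated wild-type library. Another difference between the strains remains open too, since there is 1 strain per genotype. The pattern cannot be told apart from such a difference, nor its outer part from a loss in wild-type.

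In Δ*top1* cells the *top1* gene kept 12.5% of its wild-type mean. Wild-type RNA in the Δ*top1* libraries could leave such a remnant, but then every other gene lower in Δ*top1* would keep at least as much. SPCP20C8.02c kept 4.08%. No biological explanation was tested, and which part of the gene these reads come from cannot be read from a count per gene.

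The excess in Q1 of genes higher in treated Δ*top1* cells could come from a wider spread in both directions among highly induced genes. Of the 60 induced genes that were lower, 20 were in Q1, 11 in Q2, 12 in Q3 and 17 in Q4. The Q1 share of the lower genes, 33.3%, was not shown to exceed that of the other induced genes (Fisher's exact test, p = 0.118), nor to differ from that of the higher genes (Fisher's exact test, p = 0.84, odds ratio 1.16). The median ratio fell from 0.09 in Q1 to -0.08 in Q4, which a spread alike in both directions would not give. The use of the same wild-type libraries for the quartiles and for the ratio was tested by the fold change alone. A high treated wild-type value raises the rank of a gene and lowers its ratio, so noise shared by both would lower the Q1 share and leaves an excess unexplained, whatever the test gave. With separate wild-type libraries the Q1 share was 48.4%, and 39.7% with the libraries exchanged, a split chosen after seeing the data, against 41.0% with the same libraries on both axes. Before any gene was left out, there were 20 higher and 20 lower genes in Q1, 18 and 11 in Q2, 9 and 12 in Q3 and 7 and 17 in Q4. The tie in Q1 is what a wider spread there would give, and the excess in Q1 cannot be told apart from it, while the fall of the ratio from Q1 to Q4 is left unexplained by it.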
